# Transcriptomic and Metabolic Network Analysis of Metabolic Reprogramming and IGF-1 Modulation in SCA3 Transgenic Mice

**DOI:** 10.3390/ijms22157974

**Published:** 2021-07-26

**Authors:** Yu-Te Lin, Yong-Shiou Lin, Wen-Ling Cheng, Jui-Chih Chang, Yi-Chun Chao, Chin-San Liu, An-Chi Wei

**Keywords:** spinocerebellar ataxia type 3, insulin-like growth factor 1, RNA-seq, context-specific metabolic networks

## Abstract

Spinocerebellar ataxia type 3 (SCA3) is a genetic neurodegenerative disease for which a cure is still needed. Growth hormone (GH) therapy has shown positive effects on the exercise behavior of mice with cerebellar atrophy, retains more Purkinje cells, and exhibits less DNA damage after GH intervention. Insulin-like growth factor 1 (IGF-1) is the downstream mediator of GH that participates in signaling and metabolic regulation for cell growth and modulation pathways, including SCA3-affected pathways. However, the underlying therapeutic mechanisms of GH or IGF-1 in SCA3 are not fully understood. In the present study, tissue-specific genome-scale metabolic network models for SCA3 transgenic mice were proposed based on RNA-seq. An integrative transcriptomic and metabolic network analysis of a SCA3 transgenic mouse model revealed that metabolic signaling pathways were activated to compensate for the metabolic remodeling caused by SCA3 genetic modifications. The effect of IGF-1 intervention on the pathology and balance of SCA3 disease was also explored. IGF-1 has been shown to invoke signaling pathways and improve mitochondrial function and glycolysis pathways to restore cellular functions. As one of the downregulated factors in SCA3 transgenic mice, IGF-1 could be a potential biomarker and therapeutic target.

## 1. Introduction

Spinocerebellar ataxia (SCA) is a neurodegenerative genetic disease characterized by common clinical features such as gait instability and affects motor coordination, resulting in alterations in limb control, language, and eye movements. SCA has been classified into dozens of different subtypes, among which spinocerebellar ataxia type 3 (SCA3) is one of the most common in Asia. SCA3 is a polyglutamine neurodegenerative disease resulting from abnormal CAG triplet repeats in the ATXN3 gene (14q21) that lead to the misfolding and accumulation of a pathogenic protein, causing cerebellar dysfunction [1].

SCA3 is still considered a continuously progressing and irreversible disease with no effective treatment. The current main principles of treatment are alleviating patient symptoms, such as tremors and emotional sleep disturbances, and improving mobility. The clinical and experimental therapeutic strategies for SCA3 are now aimed at directly targeting polyQ proteins or preventing their downstream toxic effects. Recent studies have proposed gene suppression strategies to interfere with or suppress mRNA expression of the abnormal SCA3 gene with RNA interference (RNAi) and antisense oligonucleotides (ASOs) for SCA3 therapy [2,3,4]. Other potential therapeutic strategies include neurotransmitter modulators, autophagy enhancers, ion channel inhibitors, growth factors, and stem cell therapies [5]. Among these molecules, neuroprotective molecules, such as growth hormone (GH), insulin-like growth factor-1 (IGF-1), and nerve growth factor, have been tested in SCA3 animal models and in humans through clinical trials and have displayed potential therapeutic effects in patients with SCA3 [6,7].

Our recent study showed that GH treatment in SCA3 84Q transgenic mice restored locomotor functions, as indicated by the results of the rotarod test and box behavior analysis after 9 months, while reduced DNA damage and increased preservation of Purkinje fibers were also observed [8]. However, the underlying regulatory pathways and mechanisms by which GH ameliorates SCA-associated behavioral and neuropathological abnormalities are not fully understood. GH activates the JAK2 tyrosine kinase signaling pathway, which continues to activate multiple downstream pathways to promote cellular growth and regulate metabolism [9,10]. GH also promotes insulin-like growth factor-1 (IGF-I) to further growth-stimulating effects as Igf1 is a main transcriptional target of GH in different tissues [11,12,13]. Because SCA3 patients exhibit low glucose utilization, perturbed fatty acid and amino acid metabolism, and insulation signaling deficiency [5,14], GH or IGF-1 therapy may modulate metabolism that is reprogrammed during the pathological development of SCA3. However, the serum growth hormone concentrations determined with radioimmunoassay did not show differences between SCA3 transgenic mice (Q71 homozygotes) and wild-type mice [15]. Altered serum levels of insulin and insulin-like growth factor 1 system were reported in patients with SCA3, with lower concentrations of insulin and insulin binding protein 1 (IGFBP1) and higher levels of insulin binding protein 3 (IGFBP3) [16]. Patients with late-onset cerebellar ataxia were reported to have lower serum IGF-1 levels [17]. In addition, the assessment of rating of ataxia scores (SARAs) was improved in patients with SCA3 in open-label trials of IGF-1 therapy for autosomal dominant cerebellar ataxia patients [7,18]. These findings suggest that the IGF-1 system is a potential player in SCA3 pathogenesis. We thus aimed to investigate the underlying mechanisms and the biomarker profile in the IGF-1 system by computational analysis of transgenic mice omics data.

To further dissect the pathological changes in SCA3 and potential therapeutic strategies, in the present study, we performed RNA-seq to analyze the transcriptomic profile of SCA3 84Q transgenic mice compared to control 15Q mice as well as SCA3 84Q mice treated with IGF-1. Metabolic network models of mice with SCA3 were constructed based on the genome-wide RNA-seq data to explore the metabolic alterations in SCA3. The SCA3 84Q group showed decreased glycolytic flux, fatty acid degradation, and ATP production through OXPHOS (oxidative phosphorylation). The IGF-1-treated SCA3 84Q group showed increases in OXPHOS ATP production and glucose metabolism. The changes in differentially expressed (DE) genes in the IGF-1 groups indicated the activation of cell growth and metabolism-related signaling pathways. The proposed SCA3 genome-scale metabolic model provides novel ways to analyze the important biochemical pathways and identify potential biomarkers in SCA3.

## 2. Results

### 2.1. Exploratory Data Analysis

Dimensional reduction was applied to analyze gene expression data to provide insight into the association between samples. 

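RNA from the cerebellum of 9 transgenic mice, 3 per group, was sequenced after harvest at 18 months of age. The mice carry a yeast artificial chromosome with the human ATXN3 gene, whose CAG tract holds 15 repeats in the 15Q mice and 84 in the 84Q mice. The 84Q+IGF-1 mice were injected weekly with 50 mg/kg IGF-1 from the age of 9 to 18 months. The paper gives PBS injections for the other mice, and the labels deposited with the counts call them untreated. The authors trimmed the reads with Trimmomatic, aligned them to the mouse genome (GRCm38.p6) with HISAT2 and counted them on genes with featureCounts. The deposited values are these counts, without normalization, for 37816 genes with at least 1 count. The counts on genes summed to between 17482654 and 58269196 per mouse. The median sum was 40249019 in the 15Q group, 22808219 in the 84Q group and 26914560 in the 84Q+IGF-1 group. A floor of 3 counts, below which no level was compared, stood between 0.0515 and 0.172 CPM (counts scaled to the library's total) in these libraries. Replicates of a group differed by more than the sampling noise, with a chi-square per gene between 8.70 and 14.5 where noise alone gives 1.

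Differential expression was tested with edgeR, in one quasi-likelihood fit to all 9 libraries with TMM normalization, over the 19353 genes with enough counts. With the thresholds of the paper's methods, a gene was called differentially expressed at an adjusted p under 0.1 and a fold change of at least 1.5. Each adjusted p of a single gene given at the results comes from this test with Benjamini-Hochberg adjustment unless another is named. Gene positions refer to GRCm38. The human transgene was not analysed here. The mouse gene Atxn3 (ENSMUSG00000021189.11, chromosome 12, 101918901 to 101958246) had 29.0 ± 1.08 CPM (SD, n = 3 mice) in 15Q, 27.0 ± 1.82 in 84Q and 27.0 ± 1.31 in 84Q+IGF-1. Its log2 fold change in 84Q against 15Q was −0.11 (standard error 0.08, adjusted p = 0.494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).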

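In the rlog values of the 500 genes with the highest variance, the ratio of between-group to within-group squared distances (pseudo-F) was 1.59 for the 3 groups. Of the 280 ways to split the 9 libraries into 3 groups of 3, 39 gave a ratio at least as large (one-sided exact permutation test, p = 0.139). For the pairs of groups, the exact permutation test gave p = 0.3 for 84Q against 15Q, p = 0.1 for 84Q+IGF-1 against 15Q and p = 0.8 for 84Q+IGF-1 against 84Q. With 3 libraries against 3, 0.1 is the smallest p this exact permutation test allows. With log2 CPM in place of rlog values, p was 0.025 for the 3 groups (exact permutation test). For 84Q against 15Q, p was 0.1 with log2 CPM, with log2 TPM and with all tested genes in place of the 500 (exact permutation tests). With 1 minus Spearman's correlation as the distance, p was 0.3 for this pair and 0.254 for the 3 groups (exact permutation tests). Leaving out 1 library moved p from 0.0607, without 84Q replicate 1, to 0.596, without 15Q replicate 3 (exact permutation tests).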

Principal component analysis (PCA) of the rlog-normalized gene counts from mRNA gene expression data revealed clear differences between the control group (15Q) and the SCA3 sham group (84Q), but the IGF-1 treatment group (84Q+IGF-1) did not show clear differences from the 84Q group (Figure 1a). The respective genotype clusters were moderately separated along with the 1st principal component (PC), which explained 39% of the variance in the genotype, and along with the 2nd PC, which explained 31% of the variance. 

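In the rlog values of the same 500 genes, the first component held 39.0% of the variance and the second 30.6%. The 15Q libraries scored −1.74, −4.42 and −9.29 on the first component, below each of the other libraries. The 84Q libraries scored −1.13, 0.916 and 5.51, and the 84Q+IGF-1 libraries 5.71, 0.463 and 4.00. The largest loading on the first component was that of Xist (−0.369), the RNA of the inactive X chromosome. It was followed by the Y-linked genes Ddx3y (0.219) and Eif2s3y (0.212), and by Ttr (−0.193), named here after its value was seen. Xist counts were high in 15Q replicates 2 and 3, 84Q replicate 1 and 84Q+IGF-1 replicate 2, and Y-linked counts in the other 5 libraries. On the second component, Ttr (−0.428) and Xist (0.363) had the largest loadings. Ttr is abundant in the choroid plexus, and all 12 genes of a choroid plexus list were among the 500. Of the 500 genes, 153 were called differentially expressed in at least 1 of the comparisons with 15Q.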

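In log2 TPM + 1, computed from the counts and the exon lengths of the annotation, mean Euclidean distances were taken over the 500 genes with the highest variance. The mean distance was 33.5 between 15Q libraries, 43.1 between 84Q libraries and 34.6 between 84Q+IGF-1 libraries. Across groups it was 42.7 from 15Q to 84Q, 40.9 from 15Q to 84Q+IGF-1 and 37.8 from 84Q to 84Q+IGF-1. Over all genes, the distance from 15Q to 84Q was 86.0 and that between 84Q libraries 85.0. In hierarchical clustering with complete linkage, 84Q replicate 2 joined the 3 15Q libraries when the tree was divided into 2 clusters. Divided into 3, the tree placed this library alone, and the other 5 libraries of 84Q and 84Q+IGF-1 together. All genes in place of the 500 gave the same clusters. The t-SNE and UMAP embeddings were not analysed here.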

Similar trends were also observed in t-distributed stochastic neighbor embedding (t-SNE) (Figure 1b), uniform manifold approximation and projection (UMAP) (Figure 1c), and hierarchical clustering analysis (Figure 1d) in transcripts per kilobase million (TPM).

### 2.2. Differential Gene Expression (DGE) Analysis

To further assess the pathological features of SCA3-84Q, we compared the global gene expression profiles of the 15Q group and the SCA3-84Q group. 

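Of the 19353 genes tested, 414 were differentially expressed in 84Q against 15Q, 46 higher and 368 lower, and 3764 had an unadjusted p under 0.05. There were 435 in 84Q+IGF-1 against 15Q, 36 higher and 399 lower, and 3429 had an unadjusted p under 0.05. With DESeq2 in place of edgeR, 521 and 588 genes passed, the counts the paper gives, and 391 and 462 at an adjusted p under 0.05. The filter on low counts moved both counts most: without it, 1025 and 1284 genes passed the thresholds. With 1 library left out, the first count ranged from 184, without 15Q replicate 2, to 551, without 84Q+IGF-1 replicate 1, and was 185 without 15Q replicate 3. The second ranged from 226, without 15Q replicate 3, to 629, without 84Q replicate 3. In a separate fit of the 3 15Q libraries against the 6 libraries of 84Q and 84Q+IGF-1 mice, 672 genes passed, 61 higher and 611 lower.

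Among called genes whose 3 libraries in one group all lay above or below the other 3, which chance gives for 10% of genes, some of those with the smallest p are given. The antisense transcript 2810468N07Rik had a log2 fold change of 0.62 (adjusted p = 0.0107) in 84Q and was no longer called without 84Q replicate 1. Myh4, a myosin of skeletal muscle, was at least 34.3-fold lower in 84Q and at least 40.4-fold lower in 84Q+IGF-1, and none of these 6 libraries had more than 1 count. Among these in 84Q+IGF-1 against 15Q, the pseudogene Gm10601 (log2 fold change 1.40, adjusted p = 0.00259) was higher, as was ENSMUSG00000118434 (1.34, adjusted p = 0.00543), which the annotation used here does not hold. In all 84Q libraries against 15Q, Fabp1 was lower, with at most 1 count in any 84Q or 84Q+IGF-1 library. In that fit the antisense gene Gm10593 (log2 fold change 0.79, adjusted p = 0.0082) and Ifi203 (0.61, adjusted p = 0.0104) were higher. Without 15Q replicate 1 or 84Q replicate 2, Ifi203 was no longer called.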

Compared with those in the 15Q group, 521 genes were differentially expressed in the 84Q group, with an adjusted *p*-value < 0.05 (62 genes with upregulated expression and 459 genes with downregulated expression); additionally, 588 genes were differentially expressed in SCA3-84Q mice with IGF-1 treatment (45 genes with upregulated expression and 543 genes with downregulated expression). 

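In 84Q+IGF-1 against 84Q, 0 of the 19353 genes passed the thresholds, and 905 had an unadjusted p under 0.05. With DESeq2 in place of edgeR, 6 genes passed, 5 lower and 1 higher, and 168 passed in edgeR without a filter on low counts. Gm14438 (ENSMUSG00000084323.4, chromosome 2, 175270556 to 175271179), a processed pseudogene, had 105, 7 and 71 counts in the 84Q libraries. Its counts were 9, 7 and 8 in the 84Q+IGF-1 libraries and 7, 13 and 20 in the 15Q libraries. Of its 31-base words, 100% occur in another of the 5 genes the paper names as lower, so reads could have been shared between them. The log2 fold change of Gm14438 was −3.10 (standard error 0.70, adjusted p = 0.969), with a DESeq2 adjusted p of 0.0178. Over all settings its adjusted p ranged from 9.60e-15, without the filter, to 1, and without 84Q replicate 2 it was 4.64e-04. Capn11 (ENSMUSG00000058626.16, chromosome 17, 45630204 to 45659325) had 89, 155 and 27 counts in the 84Q+IGF-1 libraries and 13, 22 and 13 in the 84Q libraries. The log2 fold change of Capn11 was 2.31 (standard error 0.55, adjusted p = 0.969), with a DESeq2 adjusted p of 0.0363. Over all settings its adjusted p ranged from 1.24e-12, without the filter, to 1, and without 84Q+IGF-1 replicate 3 it was 0.0394.

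**Figure D1:**
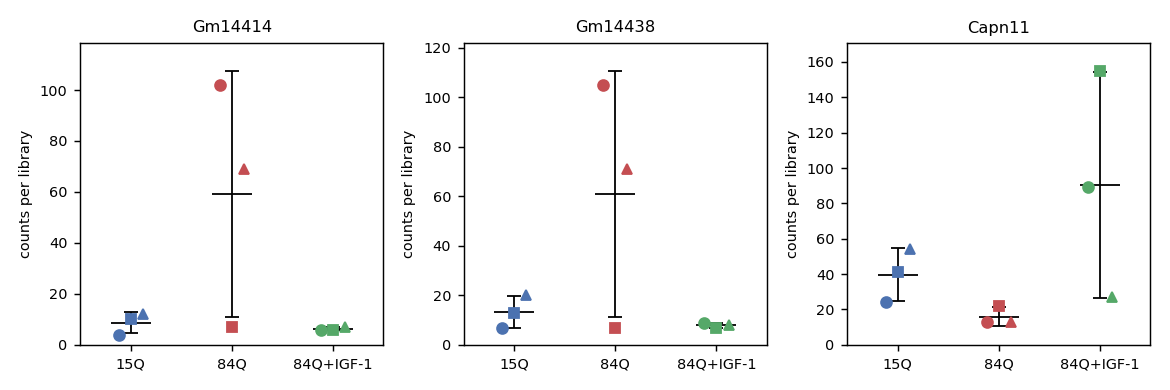
Counts per library of Gm14414, Gm14438 and Capn11 by group. Points are libraries (circle, square and triangle for replicates 1, 2 and 3), and bars give the mean ± SD (n = 3). Gm14438 had 105 and 71 counts in 84Q replicates 1 and 3, and its counts were low in the other 7 libraries.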

Comparing SCA3-84Q with IGF-1 to SCA3-84Q, there were only 6 differentially expressed genes, 5 of which (ribosomal proteins Rps8-ps1, Rps8-ps4, and Rps8-ps2, and pseudogenes Gm14414 and Gm14438) were downregulated and 1 of which (calpain 11 protein, Capn11) was upregulated, as shown in the volcano plot (Figure 2a). A subset of 350 genes was differentially expressed in both 84Q vs. 15Q and 84Q+IGF-1 vs. 15Q comparisons as shown in the Venn diagram (Figure 2b), including Suds3 (SIN3A corepressor complex component), which was upregulated in both comparisons; and Aldob (Fructose-1,6-bisphosphate aldolase), Cps1 (carbamoyl-phosphate synthase 1), Fcgbp (Fc fragment of IgG binding protein), Krt14(keratin 14), Muc13(mucin 13, cell surface-associated), and Gm2546(glyceraldehyde-3-phosphate dehydrogenase pseudogene), which were downregulated in both comparisons.

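In both comparisons with 15Q, 264 genes were called in the same direction, 14 higher and 250 lower, and 350 were with DESeq2. With 1 library left out, their number ranged from 152, without 15Q replicate 3, to 369, without 15Q replicate 1. Both comparisons share the 15Q libraries. In 20 simulations of 3 unchanged groups, between 0 and 1 gene was called in both. In 20 simulations without an IGF-1 effect, in which only 15Q differed, between 571 and 662 genes were, where on average 986.8 and 1020 were called in the 2 comparisons, against 414 and 435 in the data.

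Suds3 (ENSMUSG00000066900.11, chromosome 5, 117091680 to 117116113) had 78.6 ± 5.19 CPM (SD, n = 3) in 15Q, 141 ± 7.00 in 84Q and 144 ± 10.5 in 84Q+IGF-1. For Suds3 the log2 fold change was 0.84 (standard error 0.07, adjusted p = 8.27e-05) in 84Q and 0.87 (standard error 0.07, adjusted p = 5.91e-05) in 84Q+IGF-1. Cps1, on chromosome 1, had 10.9 ± 3.34, 1.75 ± 0.238 and 1.61 ± 0.487 CPM in the 3 groups, and a log2 fold change of −2.63 (adjusted p = 3.38e-04) in 84Q. The pseudogene Gm2546, on chromosome 7, had 14.8 ± 1.36, 2.61 ± 0.342 and 2.33 ± 0.371 CPM and a log2 fold change of −2.50 (adjusted p = 2.55e-05). Fcgbp, Krt14 and Muc13 had 5.89 ± 1.73, 6.45 ± 2.50 and 9.53 ± 3.00 CPM in 15Q. In 84Q their levels were 0.177 ± 0.0637, 0.315 ± 0.216 and 0.104 ± 0.101 CPM, with log2 fold changes of −4.97, −4.30 and −6.51 (adjusted p = 1.21e-04, 3.42e-04 and 3.48e-05). All 6 genes were called in both comparisons in each fit that left out 1 library. Each had its 3 15Q libraries all above or all below the other 6. Of other genes labelled in the paper's volcano plots, Gm44609 had a log2 fold change of −3.53 (adjusted p = 4.03e-05) in 84Q and Gm8979 of −2.86 (adjusted p = 3.38e-04), and Dmbt1 was at least 79.98-fold lower.

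**Figure D2:**
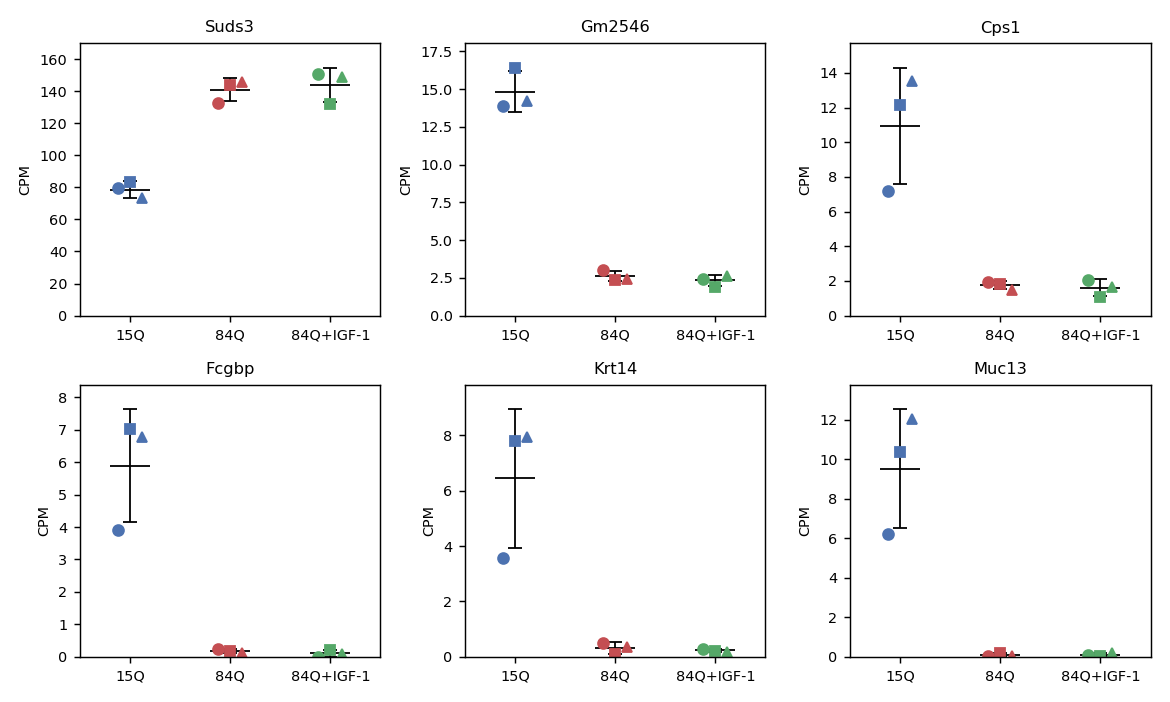
CPM of Suds3, Gm2546, Cps1, Fcgbp, Krt14 and Muc13 by group. Points are libraries (circle, square and triangle for replicates 1, 2 and 3), and bars give the mean ± SD (n = 3). Suds3 had 78.6 CPM on average in 15Q and 141 in 84Q, and the other 5 genes were highest in the 15Q libraries.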

### 2.3. Functional Enrichment Analysis

In functional enrichment analysis, gene ontology (GO) annotates genes to biological processes, molecular functions, and cellular components, while the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Reactome annotate genes to pathways and reaction networks. 

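The genes listed with each enriched term in the paper's supplementary tables were chosen on these libraries, so their counts are not independent evidence for the terms. Some are in lists of intestine, liver and epidermis genes, such as Sis, Cyp3a11 and Krt14. Their means were 6.65, 2.29 and 6.45 CPM in 15Q and 0.0286, 0 and 0.274 CPM in the other libraries. RNA of other tissues may be present in the 15Q libraries, so a lower sum of such a term need not be a change in the cerebellum. The copy of the GO table used here holds 182 terms of biological processes, 49 of molecular functions and 22 of cellular components, against 184, 49 and 22 in the paper's text. For the brush border, a term of the cellular components, the table lists 19 genes, of which 15 were called lower in 84Q and 1 higher. Their summed level was 104 ± 13.2 CPM (SD, n = 3) in 15Q, 53.6 ± 8.95 in 84Q and 54.3 ± 7.07 in 84Q+IGF-1. Each 15Q library, at 93.5 CPM or more, was above each of the other 6, at 59.2 CPM or less. The called genes with the highest mean CPM were Slc7a11, Myh11 and Anpep. Slc7a11 and Myh11 were each no longer called in 3 of the 9 fits that left out 1 library, or with the replicate number as a block. Anpep fell by 0.92 on the log2 scale (adjusted p = 0.0305), and was no longer called without 15Q replicate 2 or 15Q replicate 3.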

Two hundred and fifty-five significantly enriched GO terms in the 84Q group compared with the 15Q group were identified (Table 1 and Table S1), with 22 related to cellular components, 49 related to molecular functions, and 184 related to biological processes with BH-adjusted *p*-value < 0.01. The molecular function category contained glycosaminoglycan-binding, carboxylic acid-binding, heparin-binding, steroid hydroxylase activity, and oxidoreductase activity. 

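For glycosaminoglycan binding, 11 of the 18 listed genes were called lower in 84Q and 1 higher. Their summed level was 137 ± 20.7 CPM (SD, n = 3) in 15Q and 69.5 ± 14.8 in 84Q. Bgn, on the X chromosome, was the most abundant of the called genes, with 28.6 ± 3.77 CPM in 15Q and 18.6 ± 3.74 in 84Q. Bgn had a log2 fold change of −0.62 (standard error 0.15, adjusted p = 0.0643), and it was no longer called without 15Q replicate 2, 15Q replicate 3 or 84Q replicate 3. For heparin binding, 9 of 14 genes were called lower and 1 higher, with summed levels of 65.6 ± 10.3 and 31.3 ± 6.53 CPM. For carboxylic acid binding, 8 of 17 genes were called lower, and the sums were 32.2 ± 9.62 CPM in 15Q and 3.05 ± 0.431 in 84Q. For steroid hydroxylase activity, 10 of 11 genes were called lower, with sums of 17.7 ± 4.23 and 1.01 ± 0.100 CPM. Among them, Cyp3a11 was at least 17.0-fold lower, with no count in any 84Q library. For oxidoreductase activity on paired donors, 14 of 15 genes were called lower, with sums of 21.6 ± 5.25 and 1.40 ± 0.174 CPM. Cyp2e1, the most abundant in both of these lists, had a log2 fold change of −2.23 (standard error 0.24, adjusted p = 5.88e-04).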

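Among the terms of biological processes, 19 of the 22 genes listed for steroid metabolism were called lower in 84Q. Their summed level was 50.4 ± 9.55 CPM (SD, n = 3) in 15Q and 17.7 ± 1.73 in 84Q. Igf1 and Wnt4 were among the most abundant of them. For the drug metabolic process, 9 of 11 genes were called lower, with sums of 18.4 ± 4.30 and 1.09 ± 0.0813 CPM. For the arachidonic acid metabolic process, 7 of 8 were, with sums of 13.5 ± 3.38 and 1.01 ± 0.100 CPM. For intermediate filament organization, 8 of 10 genes were called lower, with sums of 26.2 ± 7.02 and 6.40 ± 0.910 CPM. Krt14 and Eppk1 were among these, the latter with a log2 fold change of −2.22 (adjusted p = 0.00266). For coagulation, 11 of 15 genes were called lower, with sums of 81.2 ± 19.0 CPM in 15Q, 32.3 ± 7.79 in 84Q and 31.5 ± 4.01 in 84Q+IGF-1. The complement gene C3 was among them, with a log2 fold change of −1.91 (standard error 0.29, adjusted p = 0.00571).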

The biological process category contained fatty acid metabolic process, steroid metabolic process, xenobiotic metabolic process, drug metabolism, arachidonic acid metabolic process, extracellular structure organization, intermediate filament organization, and coagulation. 

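For the fatty acid metabolic process, 19 of the 29 listed genes were called lower in 84Q and 3 higher. Their summed level was 95.2 ± 20.9 CPM (SD, n = 3) in 15Q, 41.0 ± 4.95 in 84Q and 36.9 ± 5.91 in 84Q+IGF-1. Of the xenobiotic metabolic process, 15 of 19 genes were called lower, with sums of 32.3 ± 8.94, 1.82 ± 0.336 and 1.97 ± 0.187 CPM. Gsta1 and Abcc2 were among these, at least 36.1-fold and 22.8-fold lower in 84Q. Gsta1 has close paralogs, so reads could have been shared between them. Of extracellular structure organization, 17 of 21 genes were called lower and 1 higher, with sums of 146 ± 19.2, 82.3 ± 12.6 and 81.0 ± 11.1 CPM. Of the collagen-containing extracellular matrix, 23 of 31 were called lower, with sums of 199 ± 30.8, 103 ± 16.5 and 87.1 ± 11.3 CPM. Col1a1, on chromosome 11, had 25.8 ± 4.10 CPM in 15Q and 16.3 ± 1.66 in 84Q. Col1a1 had a log2 fold change of −0.67 (standard error 0.12, adjusted p = 0.0206), and it was no longer called without 15Q replicate 3. The gene set enrichment statistic was not analysed here.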

Consistent with these findings, the gene set enrichment analysis highlighted significantly altered biological processes in lipid metabolism, xenobiotic metabolism, and cellular components in an extracellular matrix organization (Figure 3C).

However, only one molecular function related to cysteine-type endopeptidase activity was identified as enriched GO terms in SCA3-84Q with IGF-1 compared to SCA3-84Q, which are involved in apoptotic signaling pathways.

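The enriched term lists 1 gene, Capn11, whose counts in 84Q+IGF-1 against 84Q rest on 84Q+IGF-1 replicates 1 and 2. Of the genes listed for the 15 GO terms examined here in 84Q against 15Q, 0 were called in 84Q+IGF-1 against 84Q.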

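The 27 KEGG pathways of the paper's table list 100 genes, of which 75 had enough counts to be tested. Of these, 72 were called lower in 84Q and 1 higher. In 99 of the 100 genes every 15Q library was above every 84Q library in CPM. The median gene had 56.8 counts per library in 15Q and 0.667 in 84Q, and in 59 genes no 84Q library had more than 3 counts. Their summed level was 441 ± 90.6 CPM (SD, n = 3) in 15Q and 188 ± 22.9 in 84Q. The 24 Reactome pathways list 85 genes, of which 67 were tested, 62 called lower and 1 higher. Every 15Q library was above every 84Q library in 83 of the 85. The median gene had 87.7 counts in 15Q and 2 in 84Q, and in 42 genes no 84Q library had more than 3 counts. The Reactome sum was 355 ± 75.6 CPM in 15Q and 141 ± 20.6 in 84Q. These genes were chosen on the same libraries.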

Twenty-seven significantly enriched KEGG pathways and twenty-four Reactome pathways in the 84Q group compared with the 15Q group were identified (Figure 3 and Tables S2 and S3). These pathways involved fatty acid biosynthesis and metabolism (including steroid hormone biosynthesis, arachidonic acid metabolism, linoleic acid metabolism, and triglyceride catabolism), glutathione metabolism, amino acid biosynthesis, biological oxidation, carbohydrate metabolism (including carbohydrate digestion and absorption, and ascorbate and aldarate metabolism), and retinol metabolism. 

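For steroid hormone biosynthesis, 12 of 15 listed genes were called lower in 84Q, with summed levels of 23.2 ± 5.94 CPM (SD, n = 3) in 15Q and 1.48 ± 0.290 in 84Q. For arachidonic acid and linoleic acid metabolism in KEGG, 9 of 11 genes each were called lower and 1 higher, Pla2g5. The sums fell from 16.9 ± 3.14 to 4.81 ± 0.837 CPM and from 18.1 ± 2.94 to 4.27 ± 1.08 CPM. Pla2g5 had a log2 fold change of 0.90 (adjusted p = 0.0857) and was no longer called in 5 of the 9 fits that left out 1 library. Of triglyceride catabolism, 2 of 3 genes were called lower, Fabp1 and Fabp4, with sums of 9.66 ± 2.70 and 0.0796 ± 0.0509 CPM. Fabp1 was at least 57.1-fold lower in 84Q. Of glutathione metabolism, all 7 genes were called lower, with sums of 35.7 ± 11.0 and 8.31 ± 1.46 CPM, and Gstm3 had a log2 fold change of −2.05 (standard error 0.23, adjusted p = 6.41e-04). Of amino acid biosynthesis, 5 of 6 genes were called lower, with sums of 27.5 ± 6.56 and 4.20 ± 0.186 CPM, and Cps1 was among the most abundant. Of biological oxidations, 12 of 17 were called lower and 1 higher, Acy3, with sums of 37.0 ± 9.03 and 9.93 ± 0.121 CPM. Of digestion and absorption, all 6 genes were called lower, with sums of 15.4 ± 3.49 and 0.605 ± 0.0837 CPM. Among these, Sis and Mgam were at least 49.2-fold and 30.9-fold lower. Sis and Lct, both of this term, are also in the list of intestine genes, so RNA of other tissues in the 15Q libraries may account for this fall. Of ascorbate and aldarate metabolism, 4 of 6 genes were called lower, with sums of 9.29 ± 2.11 and 1.13 ± 0.530 CPM. Of retinol metabolism, 11 of 18 genes were called lower, with sums of 21.3 ± 5.27 and 0.943 ± 0.0410 CPM. The KEGG pathway of glycolysis and gluconeogenesis lists 7 genes, of which 6 were called lower, with sums of 19.9 ± 3.46 and 3.49 ± 0.469 CPM. Aldh1b1 and Adh1 were among the most abundant of these.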

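For chemical carcinogenesis, 17 of the 20 listed genes were called lower in 84Q, with summed levels of 49.5 ± 14.9 CPM (SD, n = 3) in 15Q and 4.84 ± 0.366 in 84Q. For the serotonergic synapse, 6 of 8 genes were called lower, with sums of 208.9 ± 32.0 and 131.8 ± 18.3 CPM. Most of that sum came from Gabrb2, which had a log2 fold change of −0.60 (standard error 0.16, adjusted p = 0.0821). Gabrb2 was no longer called in 4 of the 9 fits that left out 1 library. For the complement and coagulation cascades, 10 of 12 genes were called lower, with sums of 48.0 ± 14.2 and 13.4 ± 3.52 CPM. For Staphylococcus aureus infection, 11 of 14 were, with sums of 50.1 ± 15.1 and 13.6 ± 1.56 CPM. For fibrin clot formation, 5 of 7 genes were called lower, with sums of 21.8 ± 6.16 and 5.80 ± 1.78 CPM. Among these, F2 had a log2 fold change of −3.85 (standard error 0.30, adjusted p = 5.31e-05) and Serpinc1 of −3.76 (adjusted p = 9.21e-05). For the cornified envelope, 15 of 19 genes were called lower, with sums of 42.8 ± 12.5 and 6.75 ± 0.487 CPM. Krt8 was among these, with a log2 fold change of −2.92 (adjusted p = 0.0135). For the regulation of IGF transport and uptake, 7 of 9 genes were called lower, with sums of 44.8 ± 12.1 and 15.7 ± 3.23 CPM.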

Pathways associated with immune system diseases, such as type 1 diabetes mellitus, drug metabolism, chemical carcinogenesis, fibrin clot formation, serotonergic synapses, and infection and immune response were also identified. 

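Besides the genes of the paper's tables, 12 gene lists were tested with camera, a competitive test of a list against the other genes, with Benjamini-Hochberg adjustment over the lists. Of these, 11 were the electron transport chain complexes I to V, glycolysis, the citric acid cycle, fatty acid beta-oxidation, GH and IGF-1 signaling, dopaminergic neurons, and collagens and laminins. A list of mitochondrially encoded genes was not analysed here. In 84Q against 15Q, 9 lists passed an adjusted p under 0.05, 8 of them higher in 84Q and 1, the collagens and laminins, lower. With the test fry in place of camera, 7 passed: complexes I to V, the citric acid cycle and fatty acid beta-oxidation. With an estimated inter-gene correlation, which moved this result most, 0 passed. In 84Q+IGF-1 against 84Q, 1 list passed with camera and 0 passed with fry or an estimated correlation. The KEGG genes together had 188 CPM in 84Q, and the summed level of complex I was 1596 ± 89.0 CPM (SD, n = 3). From the enriched GO terms and pathways, whose listed genes were mostly lower in 84Q, the paper concludes that several metabolic pathways, endopeptidase activity and signaling pathways were decreased in the 84Q group.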

In summary, functionality analyses showed that several essential metabolic pathways, endopeptidase activity, and signaling pathways were decreased in the 84Q group compared to the 15Q group.

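With the thresholds that the paper's methods give for IPA, a group mean over 1 TPM in at least 1 group and a log2 ratio of the means over 0.5 in size, 3208 genes passed in 84Q against 15Q. Of these 835 were higher and 2373 lower. There were 2223 in 84Q+IGF-1 against 84Q, 1058 higher and 1165 lower. No test is part of these thresholds. Of the 3208 genes, 367 were differentially expressed in the edgeR test and 973 had an unadjusted p under 0.05. Of the 2223 genes, 0 were differentially expressed and 282 had an unadjusted p under 0.05. The measure of level moved both counts most: with CPM in place of TPM, 1052 and 471 genes passed. For 84Q+IGF-1 against 84Q, 6 of the 10 splits of the 6 libraries into 3 and 3 gave at least as many genes as the real one. For 84Q against 15Q, the real split gave the most, and the other 9 gave between 1896 and 2691.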

In Ingenuity Pathway Analysis (IPA), 608 genes with upregulated expression and 1832 genes with downregulated expression in the 84Q group compared with the 15Q group and 767 genes with upregulated expression and 830 genes with downregulated expression in the 84Q–IGF-1 group compared with the 84Q group were used to identify overrepresented canonical pathways. 

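The genes of collagens and laminins were taken as a list by their symbols. Of the 54 tested genes, 46 were lower and 8 higher in 84Q than in 15Q, with a median log2 fold change of −0.27. Over all genes tested, 4 were called lower, and adjusted over the list alone 8 had an adjusted p under 0.05, all lower. The list passed in camera (adjusted p = 1.14e-05) but not with fry (adjusted p = 0.0635) or an estimated correlation (adjusted p = 0.246). Its summed level was 1036 ± 16.3 CPM (SD, n = 3) in 15Q, 927 ± 108 in 84Q and 892 ± 22.2 in 84Q+IGF-1. Most of the spread in 84Q came from replicate 2, at 1051 CPM.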

Core analysis using IPA software indicated that when comparing the 84Q group to the 15Q group, the GP6 signaling pathway was strongly reduced and indirectly related to the decreased neurogenesis in the brain. 

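Of 8 marker genes of dopaminergic neurons, 5 had enough counts to be tested, and 4 of these were lower in 84Q+IGF-1 than in 84Q. The median log2 fold change was −0.29 (adjusted p = 0.126 in camera and 0.234 with fry). Over all genes tested and adjusted over the list alone, 0 of them passed. Without 84Q replicate 2 the list passed in camera (adjusted p = 0.0200). The summed level was 37.5 ± 4.29 CPM (SD, n = 3) in 15Q, 50.7 ± 24.9 in 84Q and 36.2 ± 3.56 in 84Q+IGF-1. In 84Q it was 78.0 CPM in replicate 3.

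**Figure D3:**
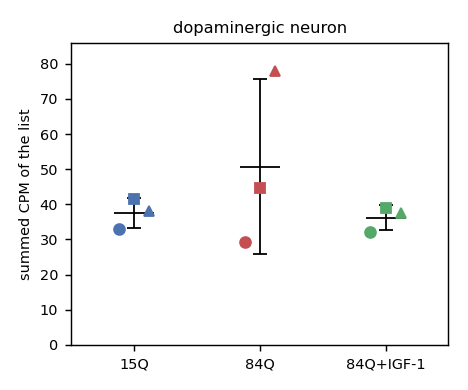
Summed CPM of the dopaminergic neuron genes by group. Points are libraries (circle, square and triangle for replicates 1, 2 and 3), and bars give the mean ± SD (n = 3). The highest sum was that of 84Q replicate 3, at 78.0 CPM.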

In a comparison of the 84Q–IGF-1-treated group to the 84Q sham group, the number of dopaminergic neurons was decreased, and the inflammatory IFNG-STAT1 pathway was decreased (Figure 4A). Downregulated networks were identified around the insulin-like growth factor-1 (IGF-1) genes in the 84Q mice, where gene expression fold changes were mapped to the IGF-1 pathway (Figure 4B). 

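Of 62 genes of GH and IGF-1 signaling, 31 were lower and 31 higher in 84Q than in 15Q. Over all genes tested, 1 was called, Igf1, which was lower. Adjusted over the list alone, 4 genes had an adjusted p under 0.05, 3 of them lower. The list did not pass in camera (adjusted p = 0.702) or fry (adjusted p = 0.294). Its summed level was 6312 ± 81.1 CPM (SD, n = 3) in 15Q, 6187 ± 54.96 in 84Q and 6280 ± 132.1 in 84Q+IGF-1.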

A total of 34 and 16 enriched canonical pathways were identified by applying −log (*p*-value) > 2 thresholds in comparing the 84Q group to the 15Q group and the 84Q–IGF-1 group to the 84Q group, respectively. Most of the significantly enriched pathways were found to be tightly associated with the signaling pathways as shown in Figure 4C. Most of these signaling pathways, including the glycoprotein VI (GP6) signaling pathway, acute phase response signaling, integrin-linked kinase (ILK) signaling, intrinsic prothrombin activation pathway, growth hormone signaling, and apelin liver signaling pathway, were enriched by downregulated genes in the SCA3-84Q group. 

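The genes given for these pathways in the paper's IPA table, matched by symbol, were counted in 84Q against 15Q. For GP6 signaling, 4 of 12 genes were called lower, with summed levels of 316 ± 76.8 CPM (SD, n = 3) in 15Q and 195 ± 22.3 in 84Q. For acute phase response signaling, 6 of the 12 matched genes (14 listed) were called lower, with sums of 105 ± 23.2 and 77.5 ± 38.1 CPM. For ILK signaling, 7 of 14 genes were called lower, with sums of 129 ± 20.4 and 103 ± 38.2 CPM. For the intrinsic prothrombin activation pathway, 2 of 5 were, with sums of 95.6 ± 18.8 and 52.1 ± 13.8 CPM. For growth hormone signaling, 1 of the 6 matched genes (7 listed), Igf1, was called lower, and the sum was 75.7 ± 17.5 CPM in 15Q and 80.3 ± 39.8 in 84Q. For apelin liver signaling, Col1a1 was called lower and Apln higher among 4 genes, with sums of 104 ± 18.0 and 73.3 ± 10.5 CPM. Apln had a log2 fold change of 0.59 (adjusted p = 0.0469) and was no longer called in 4 of the 9 fits that left out 1 library. In acute phase, ILK and growth hormone signaling, the sums differed by less than the spread between 84Q libraries. In all 6 pathways, 0 genes were called in 84Q+IGF-1 against 84Q.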

The complete list of enriched canonical pathways is included in Table S5.

The IPA also revealed potential biomarkers. Among the identified biomarkers, 40 were found in both the 84Q/15Q and 84Q–IGF-1/84Q comparisons, 27 of which had different gene regulatory directionalities in these two-group comparisons. 

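Of the 40 biomarkers listed for both comparisons, 13 are microRNAs, and 33 could be matched to a gene of the counts. In the ratios of group means in TPM, 21 of the 33 had finite ratios in opposite directions in 84Q against 15Q and in 84Q+IGF-1 against 84Q, against 27 of 40 in the paper. Mir151, picked out after its values were seen, had no counts in 84Q and so no finite ratio, and was also lower in the first and higher in the second. For some of the 33, among them Eno1, Gstm1 and Ccl19, which were picked out after their values were seen, the ratios are not those of the paper's table, and Ccl19 changed in opposite directions here and in the same direction there. In the edgeR test, 2 of the 33 were differentially expressed in 84Q against 15Q and 0 in 84Q+IGF-1 against 84Q. The 84Q libraries enter both ratios, once above and once below the line. Of all genes, 386 passed the IPA thresholds in both comparisons, and 78.8% of these changed in opposite directions. In 20 simulations of 3 unchanged groups this share was 95.8% on average, between 93.2% and 98.9%. In 20 simulations in which 15Q differed and IGF-1 had no effect it was 82.9%, between 79.3% and 84.9%.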

IGF-1 was identified as one of the biomarkers in IPA with an expression log fold change of −0.671 along with 120 other molecules (Supplementary Table S6). 

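Igf1 (ENSMUSG00000020053.18, chromosome 10, 87858265 to 87937042) had 225, 437 and 620 counts in the 15Q libraries, 215, 133 and 107 in the 84Q libraries and 151, 181 and 199 in the 84Q+IGF-1 libraries. These were 9.93 ± 1.37 CPM (SD, n = 3) in 15Q, 6.45 ± 0.843 in 84Q and 6.70 ± 0.196 in 84Q+IGF-1, with each 15Q library above the other 6. In 84Q against 15Q, the log2 ratio of the mean TPM was −0.671 and the log2 fold change in edgeR −0.62 (standard error 0.13, adjusted p = 0.0405). Igf1 was no longer called when 15Q replicate 2, 15Q replicate 3, 84Q replicate 2 or 84Q replicate 3 was left out, with adjusted p between 0.0182 and 0.175 over these 9 fits. Under the other alternatives its adjusted p lay between 0.00121 and 0.108, and Igf1 was no longer called with the replicate number as a block (adjusted p = 0.108) or with Xist as a covariate (log2 fold change −0.53). Against 84Q, the log2 fold change of Igf1 in 84Q+IGF-1 was 0.05 (adjusted p = 0.993). Of 123 biomarkers listed for 84Q against 15Q, 108 were matched to a gene, 30 were called lower and 3 higher.

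**Figure D4:**
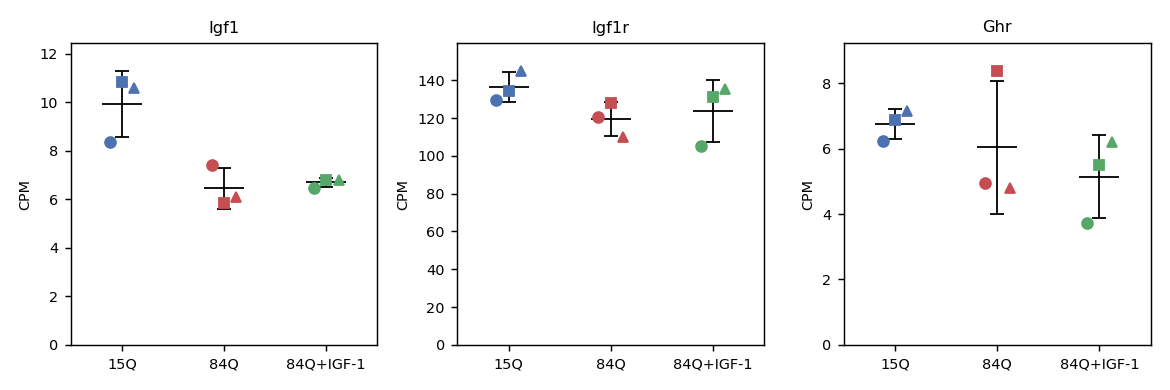
CPM of Igf1, Igf1r and Ghr by group. Points are libraries (circle, square and triangle for replicates 1, 2 and 3), and bars give the mean ± SD (n = 3). Igf1 had 9.93 CPM on average in 15Q and 6.45 in 84Q.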

A large portion of these differentially expressed genes are microRNAs (e.g., mir-17, mir-25, mir-28, mir-103, mir-132, mir-150, mir-154, mir-181, mir-345, etc.). microRNAs are associated with neurodegenerative diseases and SCA3 [19,20,21] and are potential biomarkers for SCA3 due to their stability in blood. 

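Of 23 microRNAs in the lists of biomarkers, 15 could be matched to a gene of the counts. The highest count of any of them in any library was 7, and the median over these genes of their highest count was 3, so 0 had more than 10 counts in a library. Mir132, Mir150 and Mir345 reached at most 2, 3 and 3 counts in a library. With so few counts no difference between groups was detectable for these genes at this depth. Of all 743 microRNA genes in the counts, 101 had at least 10 counts in a library and 49 had enough to be tested. Counts on microRNA genes here come from the RNA-seq reads, not from a library of small RNAs.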

Other differentially expressed genes were associated with cellular growth and differentiation (e.g., DLK1, FOS, and LTF), transcription (e.g., JUNB and NR4A1), and immune response (e.g., CCL2), indicating perturbations of cell growth and differentiation and immune response pathways in the 84Q group and the 84Q–IGF-1-treated group.

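Of the genes named, Fos had 37.9 ± 44.2 CPM (SD, n = 3) in 84Q against 13.9 ± 9.55 in 15Q and 11.1 ± 5.82 in 84Q+IGF-1. Its log2 fold change was 1.39 (standard error 0.85, adjusted p = 0.399) in 84Q against 15Q and −1.75 (adjusted p = 0.969) in 84Q+IGF-1 against 84Q. For Dlk1, Ltf, Junb and Nr4a1, the log2 fold changes were 0.94, 1.12, 0.68 and 0.99 in 84Q against 15Q, with adjusted p between 0.334 and 0.554. They were, in 84Q+IGF-1 against 84Q, −2.36, −1.87, −0.76 and −0.80, all with an adjusted p of 0.969. The direction in 84Q against 15Q rests on 1 library: without 84Q replicate 3 the log2 fold change was −0.16 for Fos, −0.95 for Ltf and −0.07 for Junb, and without 84Q replicate 2 it was −0.12 for Dlk1. Without 84Q replicate 3, Ltf and Nr4a1 also changed direction in 84Q+IGF-1 against 84Q, to 0.20 and 0.19. Without the filter on low counts, all 5 genes passed the thresholds in both comparisons. Ccl2 had at most 17 counts in a library and was not tested.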

### 2.4. Metabolic Network Analysis

The constructed genome-scale metabolic network model based on iMM1415 and reduced to the final SCA3 mouse brain-specific genome-scale metabolic (GEM) models consisted of approximately 1600 reactions, 1200 metabolites, 950 unique metabolic genes, 5 compartments, and 10 subsystems (Figure 5a). 

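The number of genes at 1 TPM or more was 19818 ± 192 (SD, n = 3) in the 15Q libraries, 19003 ± 353 in 84Q and 18961 ± 297 in 84Q+IGF-1. Each 15Q library had more than each of the other 6, by 836 genes on average (two-sided exact permutation tests, p = 0.1 for each group against 15Q, the smallest p that 3 against 3 allow, and p = 0.0119 for 15Q against all 6, the smallest that 3 against 6 allow). For 84Q+IGF-1 against 84Q, p was 0.7 (exact permutation test). After downsampling to the smallest total, a minimum of 10 counts gave 17868 genes in 15Q, 17371 in 84Q and 17238 in 84Q+IGF-1. With 1 library left out, the 15Q mean was above that of the other libraries by between 729 genes, without 15Q replicate 3 (exact permutation test, p = 0.0714), and 914 genes, without 15Q replicate 2.

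Metabolic genes were taken from the paper's models 15Q_1 and 15Q_2 alone. These were built from 15Q libraries, which could favor detection in 15Q. Of 932 such genes matched to the counts, 827 ± 7.02 reached 1 TPM in 15Q, 817 ± 5.77 in 84Q and 806 ± 2.65 in 84Q+IGF-1. For these, p was 0.3 for 84Q against 15Q, 0.1 for 84Q+IGF-1 against 15Q and against 84Q, and 0.0476 for 15Q against all 6 libraries (exact permutation tests). Genes at 1 TPM or more in all 3 libraries of a group and in none of the other 6 numbered 142 in 15Q, 6 in 84Q and 4 in 84Q+IGF-1. Of the 142 genes, 94 were called lower in both comparisons with 15Q, and 5 were genes of the metabolic models.

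**Figure D5:**
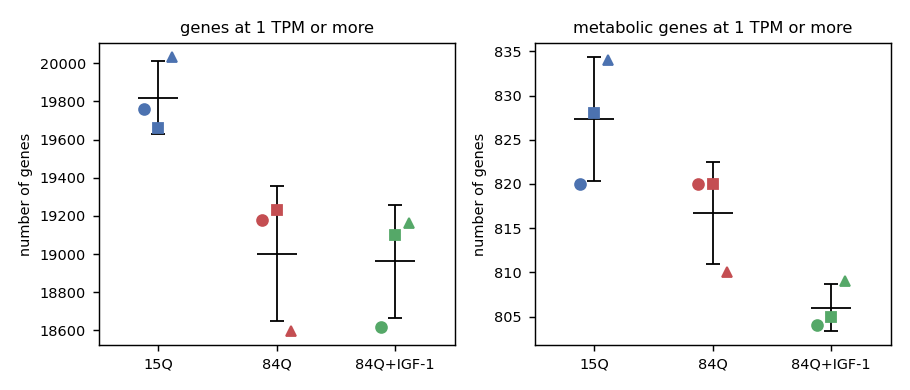
Number of genes and of metabolic genes (those of the models 15Q_1 and 15Q_2) at 1 TPM or more per library, by group. Points are libraries (circle, square and triangle for replicates 1, 2 and 3), bars give the mean ± SD (n = 3), and the vertical axes do not start at 0. The 15Q libraries had 19818 genes on average and the 84Q libraries 19003.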

There were more active genes specifically in the control 15Q group and more inactive genes specifically in the 84Q and IGF-1-treated groups. The numbers of active reactions and metabolites were also lower in the 84Q and 84Q–IGF-1 groups. The E-flux algorithm [22] was applied to constrain the flux lower and upper bounds by directly mapping normalized gene expression levels.

In the metabolic network analysis, pFBA was performed to simulate the flow of metabolites in the metabolic network in the 15Q, 84Q, and 84Q+IGF-1 groups. pFBA identified altered metabolic pathways and which components changed mitochondrial ATP production. Fluxes simulated from the pFBA were categorized, normalized, and summed to yield the total flux in each metabolic subsystem group. The overall metabolic flux profiles were clustered into three groups (15Q, 84Q, and 84Q+IGF-1) by UMAP analysis (Figure 5d) with a low correlation coefficient in cosine similarity (Figure 5e). The reactions were classified into secondary metabolic pathways according to annotation in the mouse model, and the flux heatmap of these reactions and clusters was plotted (Figure 5f), showing that glycolysis, oxidative phosphorylation, fatty acid metabolism, sphingolipid metabolism, triacylglycerol synthesis, cholesterol metabolism, the pentose phosphate pathway, urea cycle/amino group metabolism, and some amino acid metabolic pathways (e.g., histidine metabolism) were decreased in the 84Q group. Glycolysis, oxidative phosphorylation, the citric acid cycle, nucleotides, and histidine metabolism were enhanced in the 84Q+IFG-1 group. The oxygen exchange flux was shown to decrease in the 84Q group compared to the control group and was recovered in the 84Q+IGF-1 group, as validated by the OCR measured by O2K high-resolution respirometry (Figure 6b). Fluxes in propanoate metabolism, tryptophan metabolism, lysine metabolism, and urea cycle/amino group metabolism were decreased in the 84Q+IGF-1 group.

Sensitivity analysis, such as flux variability analysis and random sampling, evaluates ranges of fluxes through individual reactions in a network and determines the flexibility of metabolic networks to satisfy specific objective functions. Flux sampling results were plotted with the gene expression count in the electron transport chain pathway, glycolysis, and fatty acid metabolism. 

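The genes of the electron transport chain were expressed at higher levels in 84Q than in 15Q. All 36 genes of complex I were higher, with a median log2 fold change of 0.22, and the list passed in camera (adjusted p = 4.08e-11) and fry (adjusted p = 0.0300) but not with an estimated inter-gene correlation (adjusted p = 0.190). None of the 36 reached a fold change of 1.5 and an adjusted p under 0.1, and adjusted over the list alone 17 had an adjusted p under 0.05. The summed level of complex I was 1399 ± 15.1 CPM (SD, n = 3) in 15Q, 1596 ± 89.0 in 84Q and 1561 ± 82.0 in 84Q+IGF-1. In complexes II, III, IV and V, 4 of 4, 8 of 9, 12 of 15 and 15 of 15 genes were higher. Their median log2 fold changes were 0.24, 0.24, 0.26 and 0.21, with camera adjusted p of 0.00789, 2.53e-05, 2.53e-05 and 1.01e-06. Over all genes tested, 0 genes of these complexes were called, and adjusted over each list alone 3, 6, 10 and 9 had an adjusted p under 0.05. Of the 10 genes of complex IV, 9 were higher and 1 lower.

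In glycolysis, 17 of 24 genes were higher and 7 lower, with a median log2 fold change of 0.12 (camera adjusted p = 0.511). The called genes of the list, Pklr among them, were lower, and adjusted over the list alone 5 had an adjusted p under 0.05, 2 lower and 3 higher. The sum was 8202 ± 250.1 CPM in 15Q, 9040 ± 358 in 84Q and 8860 ± 393 in 84Q+IGF-1. In the citric acid cycle, 20 of 21 genes were higher, with a median of 0.14 (camera adjusted p = 1.14e-05), 0 called over all genes tested and 5 adjusted over the list alone. In fatty acid beta-oxidation, 20 of 25 were higher, with a median of 0.08 (camera adjusted p = 0.0433), and 0 were called over all genes tested or adjusted over the list alone. That list no longer passed in camera without 15Q replicate 1, 15Q replicate 2, 84Q replicate 1 or 84Q replicate 3. The summed level of fatty acid beta-oxidation was 954 ± 8.78, 1002 ± 23.3 and 981 ± 13.1 CPM in the 3 groups.

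In 84Q+IGF-1 against 84Q, the median log2 fold changes of complexes I to V were −0.04, −0.06, −0.01, −0.05 and −0.05, with camera adjusted p of 0.222, 0.386, 0.873, 0.222 and 0.126. They were −0.04 for glycolysis (adjusted p = 0.633), −0.03 for the citric acid cycle (adjusted p = 0.383) and −0.04 for fatty acid beta-oxidation (adjusted p = 0.176). Over all genes tested and adjusted over each list alone, 0 of these genes passed. Without 84Q replicate 2, complexes I, IV and V passed as lower in 84Q+IGF-1 (adjusted p = 0.00144, 0.00677 and 0.00144), as they did without 84Q+IGF-1 replicate 1 (adjusted p = 0.00818, 0.0256 and 0.00299).

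**Figure D6:**
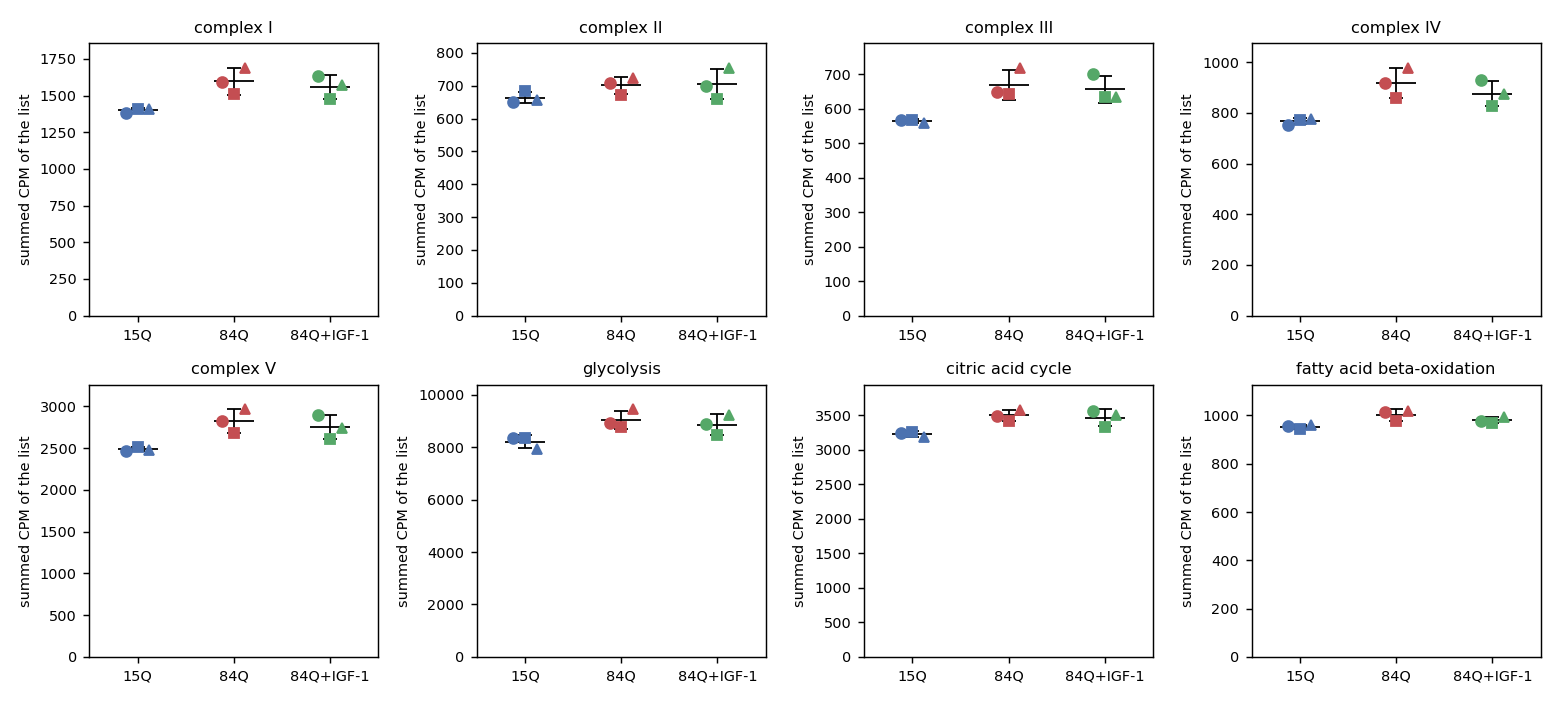
Summed CPM of the genes of complexes I to V, glycolysis, the citric acid cycle and fatty acid beta-oxidation by group. Points are libraries (circle, square and triangle for replicates 1, 2 and 3), and bars give the mean ± SD (n = 3). The mean of complex I was 1399 CPM in 15Q and 1596 in 84Q.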

Glycolysis and ETC fluxes were decreased in the 84Q group and enhanced by IGF-1 treatment (Figure 5b,c and Figure 7). Interestingly, while respiratory flux through complex I in the mitochondrial electron transport chain was decreased in the 84Q group, the fluxes through complex II respiration and glycerol-3-phosphate dehydrogenase were enhanced possibly due to compensation to maximize ATP production. In glucose metabolism, most of the fluxes were decreased in the 84Q group but with increasing fluxes of phosphoglycerate kinase and phosphoglycerate mutase. When there was a difference between the gene expression level and the calculated metabolic flux distribution, as shown in Figure 7, it might be due to translational regulation, post-transcriptional control, or other factors affecting protein expression levels or enzyme activities.

## 3. Discussion

RNA-seq technologies have resulted in a rapid increase in available omics datasets. RNA-seq data with global gene expression patterns can also account for all RNA transcripts that are translated into enzymes for a given pathway. Large-scale metabolic networks using these transcriptomic data can be constructed and analyzed. As a result, the current study provides a comprehensive transcriptome and metabolic pathway analysis and presents a novel metabolic network model for the SCA3 mouse model.

The RNA-seq and metabolic flux analyses revealed low mitochondrial oxidative phosphorylation (OXPHOS) activities and a metabolic shift from glycolysis to other metabolic pathways. In addition to metabolic pathway alteration, other signaling and regulatory pathways, such as inflammation, blood coagulation, and cell death, were also observed in the SCA3 84Q group by IPA and GO term analysis, which is consistent with findings in the literature [24,25,26].

Cellular metabolism is a cellular phenotype defined by a set of chemical reactions under specific conditions, and alterations in metabolite concentrations and reaction fluxes can be used to describe a cellular response to changing environmental or pathological situations. SCA3 84Q transgenic mice showed a metabolic signature of downregulated fluxes in glycolysis, OXPHOS, and lipolysis, which might explain the hypometabolism observed in the cerebellum from the [18F]-fluoro-deoxyglucose positron emission tomography (FDG-PET) imaging of SCA3 patients [27]. The pathway analysis of the transcriptome also identified that fatty acid, triacylglycerol and cholesterol metabolisms were altered in the 84Q group, which implies the potential use of lipid biomarkers for SCA3. Triacylglycerol, ceramides, sulfatides, and glycerophosphoserine were proposed as potential biomarkers of disease progression from a metabolomic study of SCA3 mice [28], and palmitoleic acid (FFA 16:1) and linolenic acid (FFA 18:3) were identified from a metabolomic study of SCA3 patients’ serum samples [14]. 

Signaling pathways and transcriptional regulation are other aspects of alterations in the SCA3 mouse model and might be the cause or the effects of metabolic changes. In particular, the RNA-seq results showed that GH and IGF-1 signaling pathways were altered in the SCA3 84Q group, with lower expression levels observed in related pathways, which were confirmed by the IGF-1r qPCR results (Figure 6c). 

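Igf1r (ENSMUSG00000005533.10, chromosome 7, 67952827 to 68233668) had 136 ± 7.94 CPM (SD, n = 3) in 15Q, 120 ± 8.93 in 84Q and 124 ± 16.4 in 84Q+IGF-1. Its log2 fold change was −0.19 (standard error 0.09, adjusted p = 0.281) in 84Q against 15Q and 0.05 (adjusted p = 0.989) in 84Q+IGF-1 against 84Q. Each 15Q library was above each 84Q library. Ghr (ENSMUSG00000055737.12, chromosome 15, 3317760 to 3583492) had 6.75 ± 0.470, 6.04 ± 2.03 and 5.14 ± 1.27 CPM in the 3 groups. Its log2 fold change in 84Q against 15Q was −0.16 (standard error 0.22, adjusted p = 0.734).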

The IGF-1 concentration in the plasma was decreased in the 84Q group (Figure 6a), revealing that IGF-1 is involved in the pathological development of SCA3. GH exerts regulatory metabolic effects that increase free fatty acid (FFA) release and oxidation, decrease glucose and protein oxidation, increase protein synthesis, and decrease breakdown, leading to an increase in glycogen and lean body mass [29]. While IGF-1 acts downstream of GH as a central player in the somatotropic axis, IGF-1 activates mitogen-activated protein (MAP) kinase and PI3K signaling pathways to promote tissue growth and maturation through the upregulation of anabolic processes. The qPCR results quantitatively confirmed the expression changes in a few selected genes involved in the signaling pathway in GH–IGF-1 regulation. Among these genes, IGF-1r, PI3Kr1, and ATP5a1 levels were decreased in the pathogenic 84Q group, while GHR, AKT1, JAK2, FAP, and NDUFa1 levels were not (Figure 6c). However, IGF-1 treatment activated the expression of metabolic modulation-related genes, such as AMPK, and CREB, to compensate for the metabolic rewiring in the SCA3 disease state. These results confirm that the GH–IGF-1 pathway plays an important role in the development of SCA3. Therefore, serum IGF-1 and IGF-1 binding proteins could be potential biomarkers for SCA3 diagnosis.

Our previous study showed that GH has a benign effect on the SCA3 mouse model [8]. In the present study, the therapeutic effect of IGF-1 on SCA3 was explored by examining the transcriptomic and metabolic flux profiles in these transgenic mice. 

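The mean of the 84Q+IGF-1 libraries was compared with that of the 84Q libraries by its distance from the 15Q mean, in log2 CPM over the 19353 tested genes. The distance was 65.5 for 84Q and 70.3 for 84Q+IGF-1, so that 84Q+IGF-1 was farther by 4.81. Among the 20 assignments of the 6 libraries to the 2 groups, a difference of this size or larger was found with p = 0.5 (two-sided exact permutation test, for which 0.1 is the smallest p). Distances over fewer genes are on a smaller scale: over the genes of the electron transport chain, glycolysis, the citric acid cycle and fatty acid beta-oxidation, the distances were 5.73 and 5.05. There 84Q+IGF-1 was nearer to 15Q, by a difference of −0.680 (exact permutation test, p = 0.2). By list, the difference was −0.195 for complex I, −0.125 for complex II, −0.0649 for complex III, −0.412 for complex IV and −0.200 for complex V. It was −0.548 for glycolysis, −0.135 for the citric acid cycle and 0.133 for fatty acid beta-oxidation. In the exact permutation tests of these 8 lists, p lay between 0.3 and 0.7. Of these lists glycolysis lay farthest from 15Q, at 5.09 for 84Q and 4.54 for 84Q+IGF-1. Its lowest log2 fold change against 15Q was −5.78 in 84Q, that of Pklr, and −4.50 in 84Q+IGF-1. The nearness over all 8 lists may thus rest on few genes, which was not tested. Over all tested genes, 84Q+IGF-1 was nearer to 15Q without 84Q replicate 1, by −1.997, or without 84Q replicate 2, by −1.57 (exact permutation tests, p = 1). In these 2 fits the 84Q mean was of 2 libraries, and its distance from 15Q was 77.1 and 77.4 against 65.5 with all 3. The distance of 84Q+IGF-1, whose libraries were unchanged, was also larger there, at 75.1 and 75.8. Without 84Q replicate 3, the distances were 69.1 for 84Q and 76.3 for 84Q+IGF-1, so that 84Q+IGF-1 was farther by 7.23.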

Regarding RNA expression and the calculated metabolic fluxes, the IGF-1 treatment group showed a trend toward recovery back to the control level, including mitochondrial oxidative phosphorylation and glycolysis flux. Although the IGF-1 neuromotor function correction to SCA3 84Q mice (unpublished data) was not as dramatic as that of 84Q mice with GH treatment (Figure S1), the metabolic features of the IGF-1-treated group became closer to those of the control 15Q group than to those of the pathological 84Q group, indicating IGF-1 affects cellular metabolism in SCA3. The expression levels of signaling molecules AMPK, JAK2, and CREB1 were even higher in the IGF-1-treated 84Q group. Figure 8 summarizes the gene expression fold changes from the qPCR analysis based on mapping to the major signaling pathway molecules involved in the GH–IGF-1 pathway. Notably, brain regions and age (disease stage) are factors affecting SCA3 gene expression and metabolic profiles [28]. Our RNA-seq sample was taken from the cerebellum with mixed regions, and IGF-1 was administered through intraperitoneal injections, which might reduce the treatment effect of IGF-1 in 84Q mice.

In summary, we describe the generation of tissue-specific diseases via an in silico metabolic model as an in vitro disease modeling platform. Transcriptional and metabolic profiling of SCA3 transgenic mice showed alterations in signature biochemical pathways and changes in biomarker molecules. Low glucose and fatty acid utilization, altered amino acid metabolism, and deficient IGF-1 signaling were revealed as pathological features of SCA3. Our study provides not only interaction networks between the genes and metabolic fluxes for understanding the biological properties but also useful pathway maps for future understanding of the disease and the identification of new therapeutic targets.

## 4. Materials and Methods

### 4.1. SCA3 Transgenic Mouse Model

Control mice with the YAC transgene expressing the human ATXN3 gene containing a polyglutamine tract with 15 CAG repeats (15Q) were donated by Dr. Henry L. Paulson’s laboratory [30]. SCA3 transgenic mice with an allele containing a pathological polyglutamine tract with 84 expanded CAG (84Q) repeats were obtained from The Jackson Laboratory (stock number 012705, Bar Harbor, ME, USA). The 15Q and 84Q transgenic mice were administered intraperitoneal injections of PBS (0.01 M) or IGF-1 (50 mg/kg) weekly from the postnatal age of 9 months to 18 months [8] and are denoted as 15Q (control group), 84Q (SCA3 sham group), and 84Q+IGF-1 (IGF-1 treatment group). All animal experiments were approved and followed the guidelines of the Animal Care and Use Committee of Changhua Christian Hospital (CCH-AE-106-017).

Mouse tail tissue genotyping was performed after weaning newborn mice, and PCR primers were designed to amplify human ATXN3 gene fragments (forward primer 5′ TGGCCTTTCACATGGATGTGAA and reverse primer 5′CCAGTGACTACTTTGATTCG). The endogenous housekeeping gene beta-globin was used as the internal control (forward prime, 5′GTGCAACCATTGCCCTAAGT, and reverse primer 5′CAGCCAGCATCTCAGGTGTA). Blood samples were collected into microtubes containing EDTA and centrifuged at 2500 rpm for 15 min at room temperature. The concentrations of growth hormone and IGF-1 in the plasma were determined by enzyme-linked immunosorbent assays (ELISAs) using a Rat/Mouse Growth Hormone ELISA Kit (Merck Millipore, Billerica, MA, USA) and a Mouse/Rat IGF-I/IGF-1 Quantikine ELISA Kit (MG100, R&D Systems, Minneapolis, MN, USA), respectively. Fluorescence-based quantitative PCR (qPCR) was used to determine the mitochondrial DNA (mtDNA) copy number and gene expression levels in mouse cerebral tissue using the LightCycler-FastStart DNA Master SYBR Green I Kit (Roche Molecular Biochemicals, Pleasanton, CA, USA) as described previously [31].

### 4.2. RNA Extraction and qPCR

Total cerebellar RNA was extracted using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). The quantity and purity of RNA were determined through spectrophotometry by using a Nanodrop ND-1000 (Nanodrop Technologies, Wilmington, DE, USA). One microgram of total RNA was reverse transcribed using a Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics, IN, USA) according to the manufacturer’s instructions and then stored at −80 °C.

Gene expression assays were designed using Roche Universal Probe Library (UPL) online application (https://lifescience.roche.com/en_tw/brands/universal-probe-library.html#assay-design-center, accessed on 10 November 2020). Primer sequences were verified using BLAST and Primer-BLAST analysis (NCBI) to ensure specificity (Table S8). β-actin was used as a reference gene (internal control) [21]. qPCR was performed in a total volume of 20 μL containing 10 μL of 2 × LightCycler 480 Probes Master mix, custom-designed forward and reverse primers (0.5 μM), unique UPL probe (0.1 μM, UPL set, Roche), and 2 μL of properly diluted cDNA and PCR grade distilled water. Thermal cycling was performed using a LightCycler 480 instrument (Roche) with the following cycling conditions: 95 °C for 10 min, followed by 45 cycles of 95 °C for 10 s and 60 °C for 30 s. qPCR was performed in duplicate. A blank control consisting of no template (in distilled water) was performed. The relative gene expression was calculated using the 2^−ΔCt^ method: ΔCt (sample) = (target gene Ct) − (β-actin Ct).

### 4.3. High-Resolution Respirometry

After sacrifice, approximately 10 mg of mouse cerebellum was immediately homogenized and suspended in 0.5 mL of miR05 buffer. The homogenized mouse cerebella were injected into a sealed Oroboros^®^ Oxygen-2K chamber (Oroboros Instruments, Innsbruck, Austria) at a final concentration of 2 mg/mL, and mitochondrial respiration was measured at 37 °C. This device can record the oxygen concentration in two parallel 2-mL chambers at the same time. According to the rate of change in the oxygen concentration, the oxygen flux of mitochondrial respiration was quantified. Subsequent titrations of substrates and inhibitors were sequentially added to the chambers to estimate mitochondrial oxygen consumption [32]. Malate (0.5 mM) and L-glutamate (10 mM) were evaluated to determine non-ATP-linked respiration (Routine). ADP (2.5 mM) was added to determine the oxidative phosphorylation capacity (OxPhos). The maximum oxidative capacity (Max-Ox) was determined by adding succinate (10 mM). Oligomycin (5 μM) was then added to inhibit ATP synthase to determine proton leak respiration (ATP-link). The uncoupler protonophore FCCP (1.5 μM) induced maximum uncoupled respiration (Max-U). The experiment was terminated by administering rotenone (10 μM) and antimycin A (6.25 μM) to inhibit complexes I and III, respectively, to obtain the residual oxygen respiration (ROX) to correct the respiratory oxidative capacity results.

### 4.4. RNA Sequencing of Mouse Cerebellar RNA

RNA libraries were constructed using an Agilent SureSelect Strand-Specific RNA Library Preparation Kit followed by size selection with AMPure XP beads (Beckman Coulter, Indianapolis, IN, USA). Libraries were sequenced as paired-end 150 bp reads on an Illumina sequencing platform (Illumina, San Diego, CA, USA) with a depth of ~20 million reads each. Sequencing data (FASTQ reads) were generated based on Illumina’s base-calling program bcl2fastq v2.20.

### 4.5. Preprocessing RNA-Seq Data

After the samples were sequenced, a pipeline was used to analyze RNA sequences (Figure 9).

FastQC was first used for quality control of RNA-seq reads. Trimmomatic v0.36 [33] with the sliding-window approach was used for adaptor clipping and sequence quality trimming. HISAT2 [34] was used to map trimmed and filtered reads to the reference genome GRCm38.p6 (mm10) (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/, accessed on 25 May 2020). The quality of the reads was reassessed with RSeQC after this step to confirm quality improvements. RNA-seq raw counts for each gene were generated using featureCounts [35], and the read counts were normalized to transcripts per kilobase million (TPM) by gene length and sequencing depth.

### 4.6. Expression Profile

Exploratory data analysis (EDA) summarizes the main characteristics of omics data and identifies potential batch effects and outliers. Dimension reduction analysis and clustering analysis are often performed in EDA.

Dimensionality reductions by principal component analysis (PCA), t-distributed stochastic neighbor embedding (t-SNE) [36], and uniform manifold approximation and projection (UMAP) [37,38] were used to visualize the RNA expression and metabolic flux profiles to evaluate component interactions. Briefly, PCA presents variations in the data with few variables using linear orthogonal transformation. t-SNE uses a Gaussian distance in high-dimensional space to analyze the similarity of points and projects these data into a low-dimensional space. UMAP estimates the topology of high-dimensional data and constructs a low-dimensional representation with preserved relationships. Clustering analysis uses the gene expression dimension to group different genes based on their similarities to discover hidden patterns at the systems level. The read counts and TPM values of each sample were analyzed and visualized by dimensional reduction analysis, hierarchical clustering, and heatmap production. Regularized log-transformation and PCA applied to read count data were conducted using the R package DESeq2 v1.12.3 [39]. The t-SNE and UMAP used on TPM data were implemented by Python package scikit-learn v0.24.2 [40]. Hierarchical clustering was performed and the heatmap was plotted using Seaborn v0.11.1 [41].

### 4.7. Differential Gene Expression (DGE) Analysis and Functional Enrichment Analysis

The package DESeq2 was used to detect DE genes from RNA-seq data. The Wald significance test was applied to identify the most significantly enriched pathways among the DE genes. A *p*-value adjustment method, the Benjamini and Hochberg (BH) procedure, was used to lower the false discovery rate (FDR) and to obtain the adjusted *p*-value of the test. Genes with ≥log2 (1.5) absolute log2-fold changes and adjusted *p*-values < 0.1 were considered significantly differentially expressed.

The DE genes of each experimental design were analyzed using clusterProfiler v3.6 [42]: Gene Ontology (GO) enrichment analysis [43], Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis [44], ReactomePA [45] for Reactome pathway enrichment analysis, and clusterProfiler for gene set enrichment analysis. KEGG pathways were visualized with RNA-seq data integrated using an R package, Pathview v1.30.1 [46]. A hypergeometric test was used in the analyses, and the pathways with a BH-adjusted *p*-value < 0.05 and a *q*-value < 0.1 were considered enriched pathways.

In addition to pathway enrichment analysis, gene set enrichment analysis (GSEA) was performed on the results obtained in the differential gene expression (DGE) analysis by leveraging gene sets provided by the GO, KEGG, and Reactome databases. In GSEA, the ranked list of genes was ordered by their log2-fold changes calculated by DESeq2. The permutation time was set to 1000 to generate the normalized enrichment score and calculate the FDR q value of each gene set. The FDR values of the selected results were less than 0.05.

Pathway analysis was performed to explore the canonical pathways, regulatory networks, and biomarkers, and the results were compared using the Ingenuity Pathway Analysis (IPA) system (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis as of 4 January 2021; version 60467501). Mean TPM (within-group) > 1 and |log2(FC)| > 0.5 were used to identify DE genes in IPA.

### 4.8. Metabolic Network Model Reconstruction and Flux Analysis

An SCA3 genome-scale metabolic (GEM) model was constructed based on the mouse model iMM1415 (http://bigg.ucsd.edu/models/iMM1415, accessed on 20 September 2020) [47], which contains thousands of reactions, metabolites, and transport processes derived from the human metabolic model Recon 1. The context-specific reconstruction algorithm FASTCORMICS RNA-seq workflow (rFASTCORMICS) was used to integrate RNA-seq data and construct the metabolic network [48]. rFASTCORMICS uses the gene expression intensity distribution across all genes to discretize the genes using Gaussian curves (expression curves) into three categories: expressed, unknown expression status, and unexpressed. The classified genes were then mapped to 3 sets of reactions, core reactions, noncore reactions, and inactive reactions, following the gene-protein-reaction rules (GPR rules). rFASTCORMICS is therefore specifically useful for analyzing sample-specific and tissue/cell-specific RNA-seq data without using arbitrary thresholds.

The functionality of the model was evaluated using 210 metabolic objective functions and tasks as the protection method as described by Richelle et al. [49]. E-Flux translates gene expression to maximum metabolic flux constraints for individual reactions [22]. The model fluxes were also constrained by the high-resolution respiration data from O2K respirometry (Figure 6b).

The metabolic fluxes of the mitochondrial networks were analyzed and simulated using parsimonious flux balance analysis (pFBA), flux variability analysis (FVA), and flux sampling. The optimization of the reaction fluxes was set to maximal production of the objective reaction. The biomass function and growth medium for the objective function were taken from the mouse metabolic model iMM1415 with no modifications. Metabolic network analysis was performed using COBRApy [50] and the linear programming solver Gurobi [51] in the Python environment. Other packages, including matplotlib, seaborn, scikit-learn, pandas, and NumPy, were also used to process and plot the results.

## Figures and Tables

**Figure 1:**
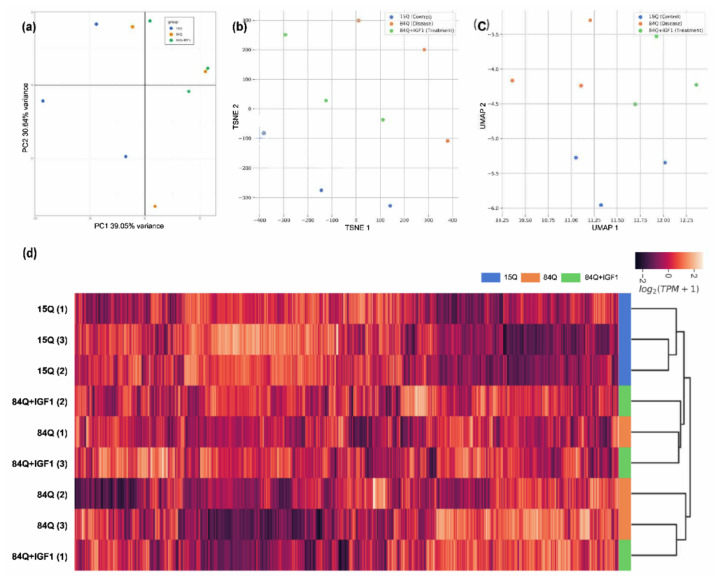
Exploratory analysis of the RNA-seq data in the SCA3 transgenic mouse model. Raw counts were log-transformed into the log2 scale and were analyzed with principal component analysis (PCA): (**a**) Transcript per kilobase million (TPM) values were analyzed and visualized via t-SNE; (**b**) UMAP; (**c**) and hierarchical clustering; (**d**) according to the modified log2 transformed TPM values, where standard deviations among the samples were greater than 3. The transformed values were further transformed into z-scores (by column). Blue indicates the control group (15Q), red indicates the 84Q sham group (84Q), and green indicates the IGF-1-treated 84Q group (84Q+ IGF-1).

**Figure 2:**
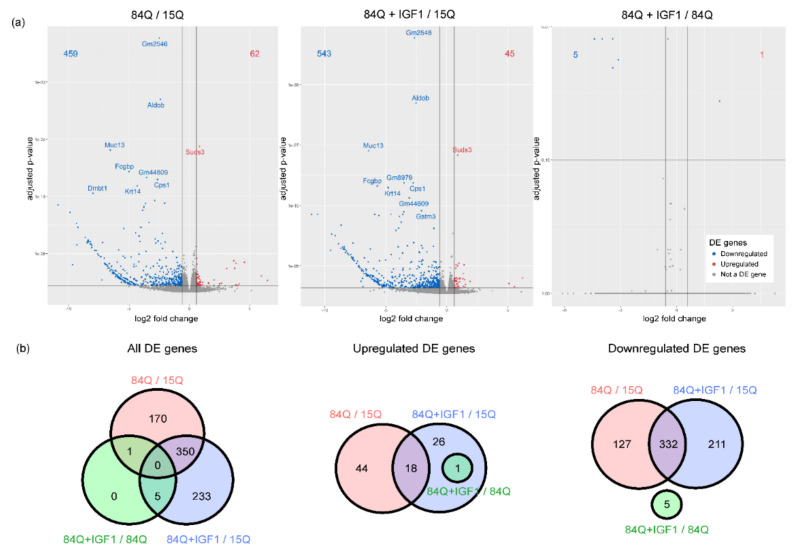
Differential gene expression analysis: (**a**) A volcano plot using the average fold-change (FC) and adjusted *p*-value to illustrate genes with significant differences. The red dots are upregulated genes with log2(FC) > log2(1.5); the blue dots are downregulated genes with log2(FC) < −log2(1.5). (**b**) Venn diagrams of differentially expressed (DE) genes that are altered (left), had downregulated expression (middle), or upregulated expression (right) between 15Q and 84Q, 15Q and 84Q+IGF-1, and 84Q and 84Q+IGF-1, respectively.

**Figure 3:**
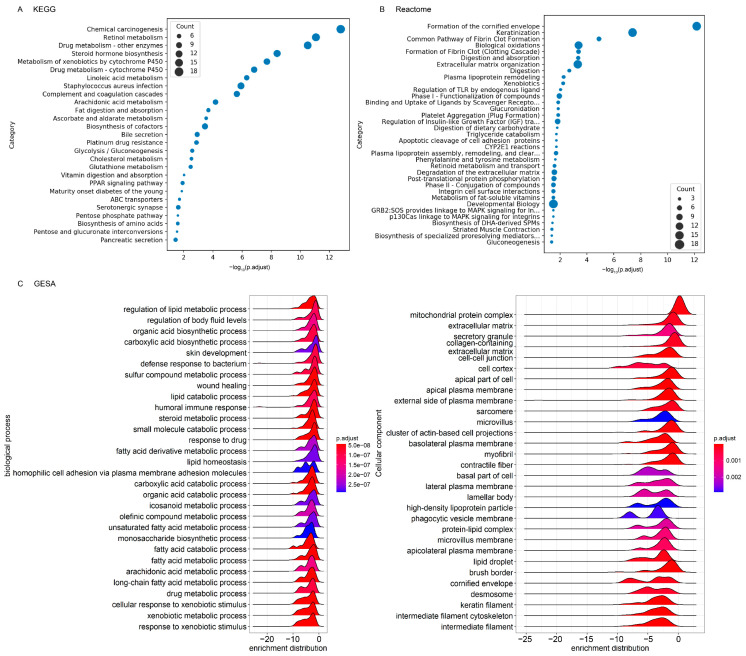
Scatter plot of enriched biological pathways comparing control-15Q to SCA3-84Q. The horizontal axis represents the enriched: (**A**) KEGG and; (**B**) Reactome pathways. The vertical axis represents the gene ratio of each pathway. The gene ratio refers to the ratio of the number of enriched DE genes to the number of annotated genes. The pathway was listed when the BH-adjusted *p*-values were lower than 0.05 and the *q*-values were lower than 0.2 in the hypergeometric tests; (**C**) Gene set enrichment analysis (GSEA) based on GO term annotations of biological processes and cellular components.

**Figure 4:**
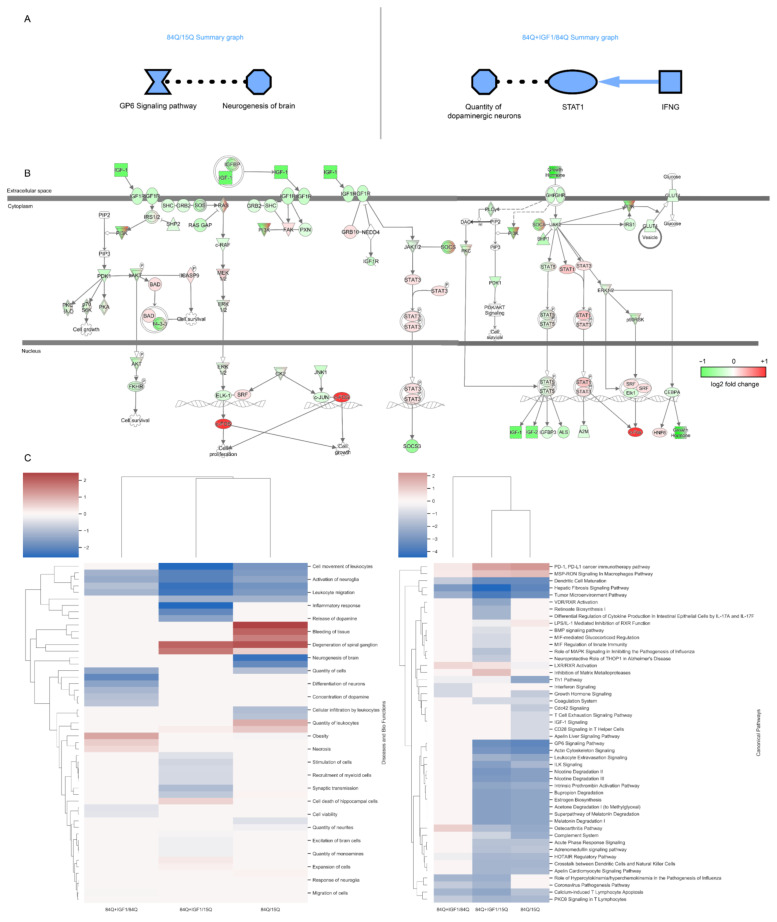
Ingenuity pathway analysis: (**A**) Graphical summary of the Ingenuity Pathway Analysis (IPA) core analysis for the 84Q and 84Q–IGF-1 groups. IPA core analysis, including canonical pathways, upstream regulators, and functions/diseases, graphically shows that neurodegeneration and cell death of neural cells are major events in the 84Q group. Red: significantly increased, green: significantly decreased, orange symbol and arrows: activation, blue symbol and arrows: inhibition, solid line: direct effect, and dashed line: indirect effect; (**B**) In the network analysis of DE genes in the 84Q group, the GH¬–IGF signaling pathway was identified as one of the significantly changed pathways in the 84Q group compared to those in the 15Q group by IPA. All the upregulated DE genes are mapped in red, while downregulated DE genes are shown in green. Members of the GH–IGF signaling family are either up- or downregulated; (**C**) IPA comparison of canonical pathways, and diseases and biofunctions between subgroups. For each function, z-scores were used to predict activation or inhibition.

**Figure 5:**
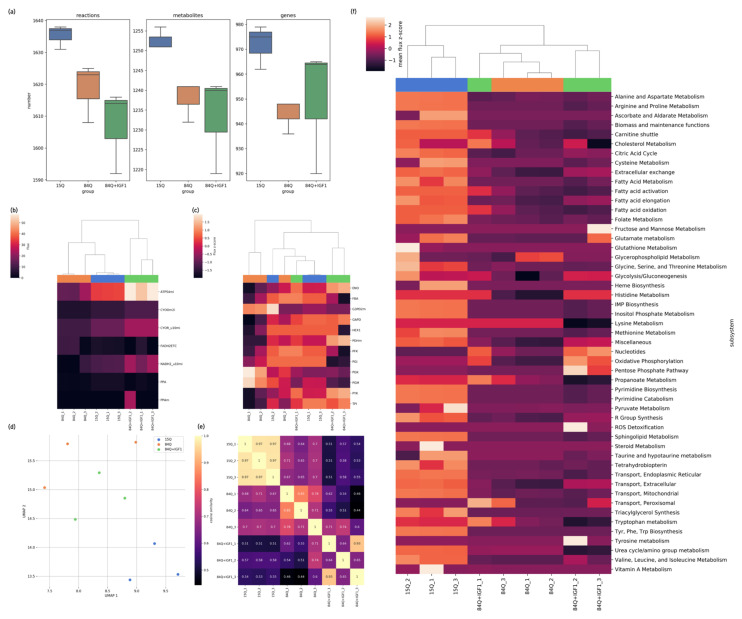
Metabolic network analysis: (**a**) Statistics of components in the constructed genome-scale metabolic network models (GEMs). The GEM was constructed individually from the RNA-seq data for each mouse from the 15Q, 84Q, and 84Q+IGF-1 groups; (**b**,**c**) Hierarchical clustering of fluxes from parsimonious flux balance analysis (pFBA), according to the metabolic subsystem oxidative phosphorylation (OXPHOS) and glycolysis. The fluxes were sums of fluxes in the subsystem, categorized according to their metabolic functions; (**d**) UMAP plot of predicted pFBA fluxes; (**e**) Heatmap of predicted pFBA flux correlation coefficient values in cosine similarity between context-specific GEMs. The higher the values are, the more consistent the two models’ fluxes are; (**f**) Heatmap of predicted pFBA fluxes in predefined biological subsystems in the GEMs. Blue represents the 15Q group, red represents the 84Q group, and the green represents the 84Q+IGF-1 group.

**Figure 6:**
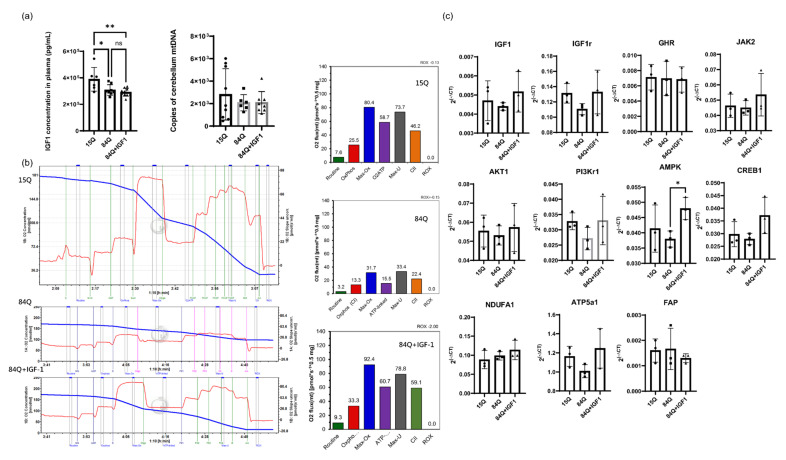
(**a**) IGF-1 concentration in plasma and mitochondrial DNA (mtDNA) copy number measured from the cerebellum of SCA3 mice. (**b**) Respiratory profile of cerebellar tissue. Respiration of tissue homogenate was measured by high-resolution respirometry (O2k; Oroboros Oxygraph-2k, Innsbruck, Austria) using substrate-uncoupler-inhibitor titration (SUIT) protocols [23], with modifications. Respiratory flux was expressed per milligram of protein, and the oxygen background fluxes were calibrated and subtracted from the total volume-specific oxygen flux (*n* = 2). (**c**) Validation of gene expression with qPCR. RNA-seq results were validated on the same RNA samples using qPCR. The selected genes tested were IGF-1, IGF-1r, GHR, AKT1, JAK2, PI3Kr1, AMPK, CREB1, NDUFA1, ATP5a1, and FAP. The mouse reference gene used was beta-actin (Actb) (*n* = 3, * *p* < 0.05, ** *p* < 0.01).

**Figure 7:**
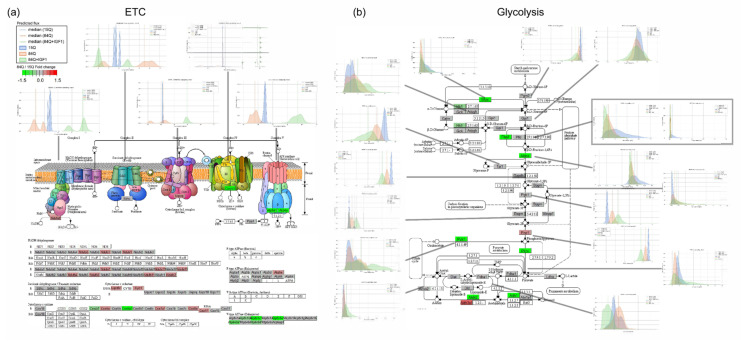
Flux sampling distributions of key reactions in the core metabolic pathways of the (**a**) electron transport chain (ETC) and (**b**) glycolysis. In the random sampling flux plot, green represents the 15Q group, red represents the 84Q group, and orange represents the 84Q+IGF-1 group. The upregulated DE genes are mapped to the metabolic pathways in red, while downregulated DE genes are shown in green based on the fold change for 84Q/15Q.

**Figure 8:**
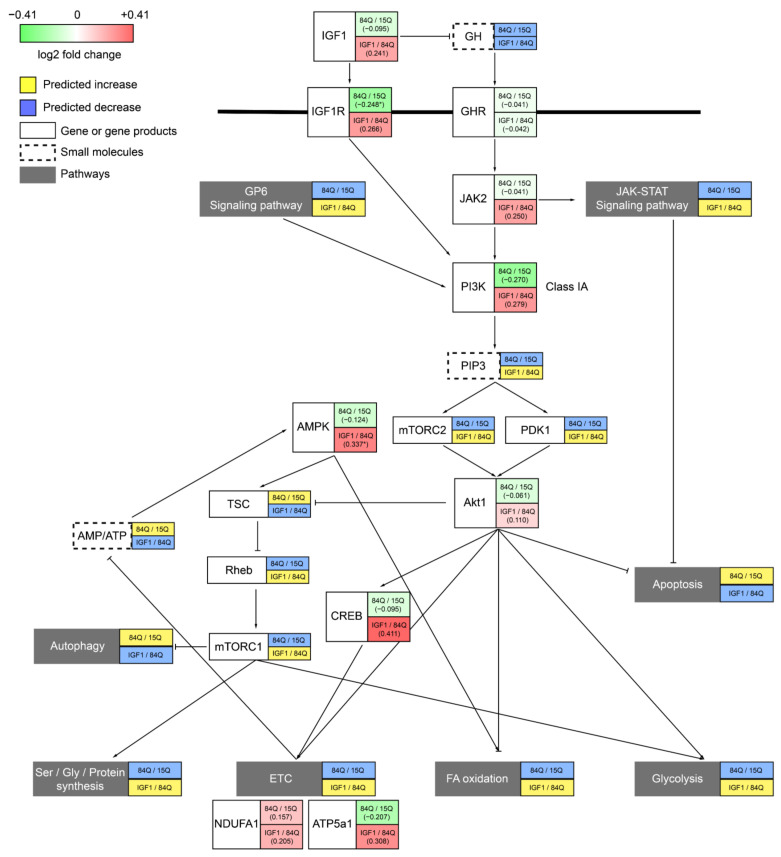
Summary of the IGF-1 and GH regulatory pathway downstream effects on brain metabolism and energetics. IGF-1 activates the PI3K pathway and AMPK and affects Akt1 pathways through mTORC and PDK1. Then pathways including cellular metabolism, mitochondrial function, and apoptosis are further regulated. Red: increase by IGF, green: decrease by IGF. The upper box shows the fold change for 84Q/15Q, and the lower box shows the fold change for 84Q+IGF-1/84Q.

**Figure 9:**
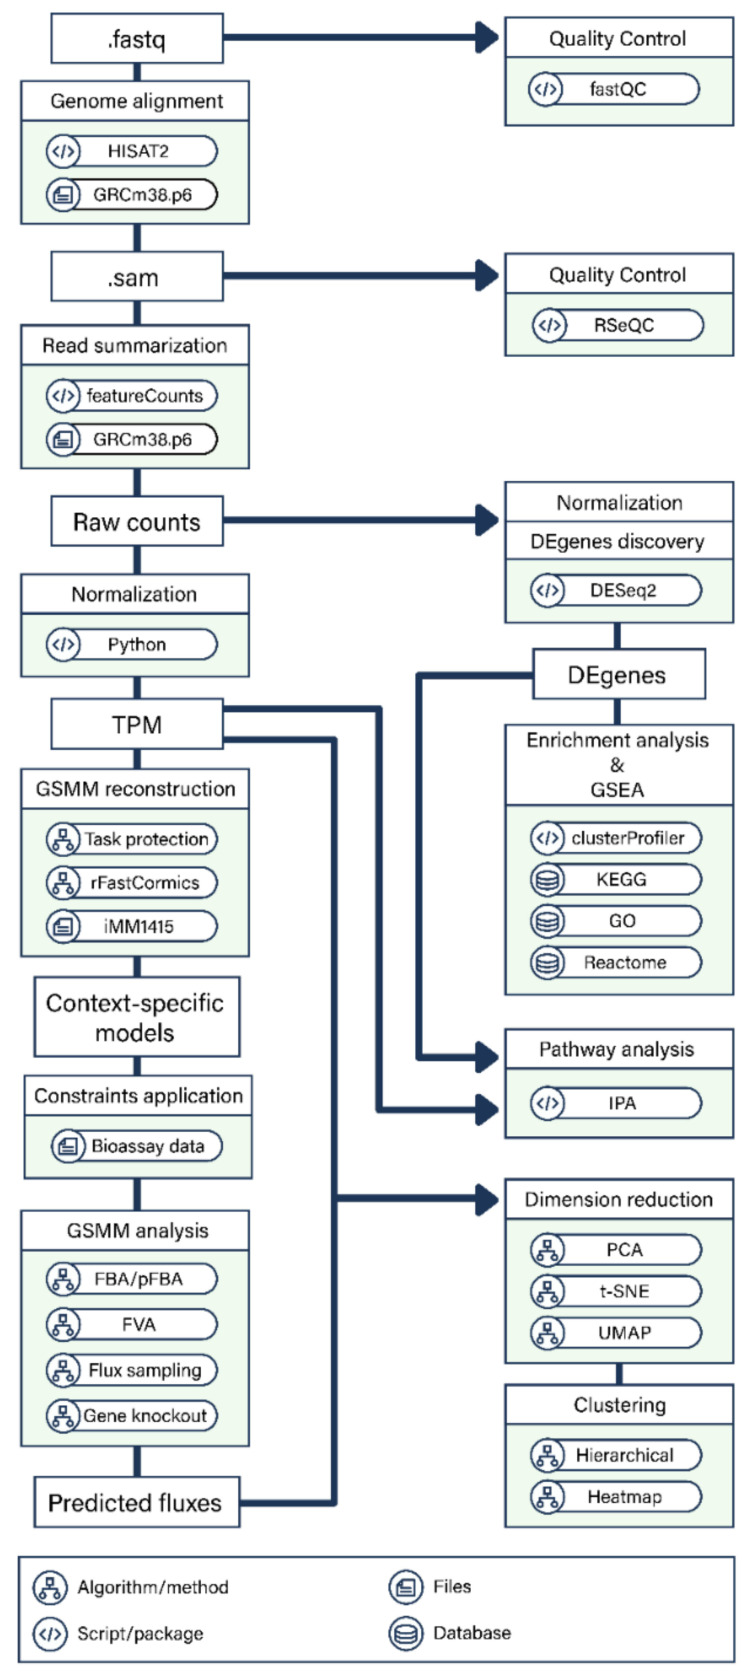
Overview of the transcriptomics analysis of the SCA3 transgenic mouse model.

**Table 1:** Selected gene ontology (GO) annotation of downregulated genes in SCA-3 transgenic mice. GO annotations were performed when the BH-adjusted *p*-values were lower than 0.05 and the *q*-values were lower than 0.2 in the hypergeometric tests. Fold changes were calculated by determining the ratio of the average normalized expression values between samples. The complete GO term list is in Table S1.

GO Term	Description	adj *p*-Value	Number of Genes
	**Cellular component**		
GO:0062023	collagen-containing extracellular matrix	2.41 × 10^−11^	31
GO:0016324	apical plasma membrane	1.34 × 10^−6^	22
GO:0005882	intermediate filament	7.64 × 10^−7^	14
GO:0031526	brush border membrane	1.34 × 10^−6^	11
GO:0045095	keratin filament	4.30 × 10^−8^	10
	**Biological process**		
GO:0006631	fatty acid metabolic process	2.81 × 10^−9^	29
GO:0042060	wound healing	2.81 × 10^−9^	27
GO:0008202	steroid metabolic process	4.43 × 10^−7^	22
GO:0043062	extracellular structure organization	1.09 × 10^−6^	21
GO:0006805	xenobiotic metabolic process	1.45 × 10^−12^	19
GO:0050817	coagulation	3.88 × 10^−6^	15
GO:0042737	drug catabolic process	1.09 × 10^−6^	10
GO:0045109	intermediate filament organization	4.18 × 10^−9^	10
GO:0019369	arachidonic acid metabolic process	3.62 × 10^−4^	8
	**Molecular function**		
GO:0005539	glycosaminoglycan binding	1.15 × 10^−6^	18
GO:0005201	extracellular matrix structural constituent	8.00 × 10^−8^	17
GO:0031406	carboxylic acid binding	7.20 × 10^−6^	17
GO:0008201	heparin binding	8.03 × 10^−6^	14
GO:0008395	steroid hydroxylase activity	1.85 × 10^−6^	11
GO:0016712	oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen, reduced flavin or flavoprotein as one donor, and incorporation of one atom of oxygen	5.75 × 10^−7^	11
GO:0016725	oxidoreductase activity, acting on CH or CH2 groups	6.20 × 10^−5^	5

## Data Availability

RNA-seq datasets analyzed in this study are available in the NCBI GEO repository, under accession number GSE178367.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22157974/s1, Figure S1: IPA comparison analysis of canonical pathways between the 84Q treated with GH, 84Q sham, and 15Q control subgroups. Z-scores were used to predict activation (orange) or inhibition (blue). The 15Q and 84Q transgenic mice were administered intraperitoneal injections of PBS (0.01 M) or GH (0.05 mg/kg) weekly from the postnatal age of 9 months to 18 months (*n* = 2), Table S1: complete list from gene ontology annotation of upregulated and downregulated genes in SCA3-84Q transgenic mice compared to those in control-15Q mice, Table S2: DE genes in KEGG pathways, Table S3: Reactome analysis, Table S4: gene set enrichment analysis, Table S5: IPA canonical pathway analysis, Table S6: IPA biomarker discovery, Table S7: metabolic network model analysis, Table S8: Primer sequences used for qPCR.

## Abbreviations

BH	Benjamini and Hochberg procedure
DE gene	differentially expressed gene
FVA	flux variability analysis
GEM	genome-scale metabolic model
GO	gene ontology
GH	growth hormone
IGF-1	insulin-like growth factor-1
IPA	Ingenuity Pathway Analysis
KEGG	Kyoto Encyclopedia of Genes and Genomes
OXPHOS	oxidative phosphorylation
PCA	principal component analysis
pFBA	parsimonious flux balance analysis
SCA	Spinocerebellar ataxia
t-SNE	t-distributed stochastic neighbor embedding
TPM	transcripts per kilobase million
UMAP	uniform manifold approximation and projection

How the deposited data were processed for this re-analysis (not part of the article)

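RNA of the cerebellum of 9 mice, 3 each of the 15Q, 84Q and 84Q+IGF-1 groups, was sequenced with a strand-specific, paired-end protocol. The authors trimmed the reads, aligned them to GRCm38.p6 and counted them on genes, and the values used here are these unnormalized counts as deposited, in read counts per gene for 37816 genes. Neither the annotation nor the strand setting of the counting is stated. Replicate numbers were taken from the sample labels. The reads themselves, the qPCR values, the flux models and the outputs of the enrichment and IPA programs were not analysed here.

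Library totals, as given at the sample description, set the precision: at a floor of 3 counts a gene's level was not compared, and where a group lay at the floor a fold change is given as a bound. TPM values were computed from the counts and the union of the exon lengths of each gene in GENCODE vM21, whose assembly is that of the paper. Of the genes in the counts, 37681 had a position in that annotation, and genes without one had a TPM of 0.

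Differential expression was tested in edgeR 4.0.16 (R 4.3.3), with TMM normalization, the filter filterByExpr, a quasi-likelihood fit to all 9 libraries and Benjamini-Hochberg adjustment over the 19353 genes kept. A gene was called at an adjusted p under 0.1 and a fold change of at least 1.5. The 3 comparisons were 84Q against 15Q, 84Q+IGF-1 against 15Q and 84Q+IGF-1 against 84Q, and a further fit compared 15Q with the 6 libraries of 84Q and 84Q+IGF-1. Standard errors of log2 fold changes were derived from the F statistic. Tests are two-sided unless stated. Levels are means of CPM with TMM-scaled totals, and log2 CPM used a prior count of 2.

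Ttr, Mir151, Eno1, Gstm1 and Ccl19 were named after their values were seen, and Otx2 is not covered by the rule for names. Most other genes given by name were set by a rule before the data were examined. They are the genes the paper names for a comparison or labels in its volcano plots, the genes of its qPCR, Atxn3, Xist and Y-linked genes. Added to these are, for each comparison and direction, the 3 called genes with the smallest p whose 3 libraries in one group all lie above or below the other group. For an enriched term or a list, at most 3 called genes with the highest mean CPM were named.

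Gene lists were tested with camera of limma 3.58.1 and its preset inter-gene correlation, at an adjusted p under 0.05, in a family of 12 pathway lists and a family of 14 lists of tissues and cell types. The pathway lists were complexes I to V, glycolysis, the citric acid cycle, fatty acid beta-oxidation, GH and IGF-1 signaling, dopaminergic neurons, and collagens and laminins, and 1 list is not reported here. The other lists were intestine, liver, epidermis, skeletal muscle, kidney, pancreas, choroid plexus, pituitary, meninges, blood, Purkinje cells, granule cells, oligodendrocytes, astrocytes and microglia. The pancreas list had 1 tested gene and no test. Gene lists of the paper's GO, KEGG, Reactome and IPA tables were matched by symbol.

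The groups were compared in a principal component analysis of rlog values (DESeq2 1.42.0) of the 500 genes with the highest variance, in TPM distances and in the distance of the group means from 15Q. Group labels were permuted exactly. The overlap of the comparisons was set against 20 simulations each of unchanged groups and of groups without an IGF-1 effect.

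The alternatives were the DESeq2 Wald test, an adjusted p under 0.05, both together, no filter on low counts, DESeq2 size factors in edgeR, no fold change threshold, robust shrinkage, the replicate number as a block, Xist as a covariate, only the libraries of the 2 groups compared, and each library left out in turn. For lists, the tests fry and camera with an estimated inter-gene correlation were used. For the other results, other gene sets, measures and minima were used. For genes detected, 3 alternatives were added after the results were seen. In simulated counts, 200 genes above a minimum mean CPM were changed. The steps called 86.0% of those changed 2-fold and 98.5% of those changed 4-fold, which does not cover genes with lower counts. Between 16 and 20 unchanged genes were called in 84Q against 15Q in these simulations, and between 11 and 14 in 84Q+IGF-1 against 84Q.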

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

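The tests of depth and of pituitary tissue given here were chosen after the values were seen. The list of choroid plexus genes was written before, but the libraries named in its test were taken from the values. Among the 6 libraries of 84Q and 84Q+IGF-1, 30 measures were searched for 1 library farther from its nearest neighbor than 0.625 of the range (Dixon's ratio). The search singled out 6 of these measures, 2 in each of the 3 84Q libraries, where 1.5 are expected by chance.

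The summed level of the choroid plexus list was 2121 CPM in 84Q replicate 2 and between 121 and 215 in the other 5 libraries. Of the 12 genes of that list, 11 were highest in the same 3 of all 9 libraries, 15Q replicates 1 and 3 and 84Q replicate 2, and Otx2 was the exception. The median ratio of the highest to the lowest 84Q library was 52.4 for these genes and 1.21 for all tested genes. Choroid plexus tissue dissected with single cerebella may account for it, with 11 of 12 genes moving together. After downsampling to the same total, the gap was 0.953 of the range. CPM is already scaled to the total, so this gap could hardly move and does not decide on depth. The list of the pituitary reached 16.0 CPM in 84Q replicate 1 and between 5.45 and 8.12 in the others. Of its 5 genes, 4 were highest in that library among the 6, as pituitary tissue dissected with this cerebellum would give, and the gap was 0.771 of the range after downsampling. 84Q replicate 1 was the only 84Q library with high Xist, but 84Q+IGF-1 replicate 2, also with high Xist, had the lowest sum, 5.45 CPM. Sex was not tested for the pituitary and stays open, since 1 library excludes nothing. No biological explanation was tested for the choroid plexus.

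The dopaminergic neuron list summed to 78.0 CPM in 84Q replicate 3 and to between 29.4 and 44.6 in the other 5 libraries. After downsampling, the gap was 0.673 of the range. Skeletal muscle summed to 5.14 CPM in 84Q replicate 1 and to between 3.64 and 4.01 in the others, with a gap of 0.799. Collagens and laminins summed to 1051 CPM in 84Q replicate 2 and to between 861 and 912 in the others, with a gap of 0.731. All 3 gaps stayed past 0.625 at equal depth. CPM is already scaled to the library's total, so these gaps could hardly move and do not decide on depth. No other explanation was tested for these 3 lists.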

How the results depend on the processing

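Except for 3 ways of counting detected genes, each alternative was set before the data were examined. The cause of a change was not tested unless it follows from the setting itself.

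For 84Q against 15Q, 243 genes passed at an adjusted p under 0.05, 1025 without the filter on low counts, 928 without the fold change threshold and 274 with Xist as a covariate, against 414. With 1 library left out, between 184 (without 15Q replicate 2) and 551 (without 84Q+IGF-1 replicate 1) passed. For 84Q+IGF-1 against 15Q, 281, 1284 and 711 genes passed under the first 3 of these settings, against 435, and between 226 (without 15Q replicate 3) and 629 (without 84Q replicate 3) with 1 library left out. Without 15Q replicate 2 the counts were 184 and 244, and without 15Q replicate 3 they were 185 and 226.

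With DESeq2 at either threshold, 6 genes passed in 84Q+IGF-1 against 84Q, and 168 without the filter, against 0 (905 at an unadjusted p under 0.05). Between 0 and 9 genes passed with 1 library left out, the latter without 84Q replicate 2. Comparing 15Q with all 84Q libraries, 446 passed at an adjusted p under 0.05, 1235 without the filter, 1944 without the fold change threshold and 399 with Xist as a covariate, against 672. This count lay between 278 (without 15Q replicate 3) and 935 (without 84Q replicate 2) with 1 library left out. In both comparisons with 15Q, 688 genes passed without the filter and 397 without the fold change threshold, against 264, and between 152 (without 15Q replicate 3) and 369 (without 15Q replicate 1) with 1 library left out. Lowering a threshold raises these counts by construction.

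Libraries with the same replicate number in different groups did not vary together, with correlations between −0.309 and 0.0788, so the numbers give no pairs. With the replicate number as a block, 242, 271, 0 and 487 genes passed in the 4 comparisons, and 182 in both comparisons with 15Q. The distance of 84Q+IGF-1 from 15Q had p = 0.7 with this block (exact permutation test).

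The number of genes past the IPA thresholds in 84Q against 15Q was 1783 with a mean over 1 TPM in both groups and 1052 with CPM, against 3208. For 84Q+IGF-1 against 84Q it was 1083 and 471, against 2223. The p of the separation of the 3 groups was 0.025 with log2 CPM and 0.0393 with log2 TPM, against 0.139 (exact permutation tests).

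Over the lists of energy metabolism, of which glycolysis lay farthest from 15Q, the difference in distance from 15Q between 84Q+IGF-1 and 84Q was −0.680. Over all tested genes it was 4.81. With 1 library left out it lay between −1.997 (without 84Q replicate 1) and 10.7 (without 84Q+IGF-1 replicate 3), and was −1.57 without 84Q replicate 2. A mean of 2 libraries is noisier than one of 3, which adds to its distance, but without 84Q replicate 3 the difference was 7.23. The 15Q libraries had more genes at 1 TPM than the others by 836 on average, and by between 729 (without 15Q replicate 3) and 914 (without 15Q replicate 2) with 1 library left out. Without 15Q replicate 3, p was 0.0714 (exact permutation test). Among the 3 ways added after the results were seen, downsampling gave a difference of 844.5, leaving out genes called lower in both comparisons 700.3 and in any comparison 623.5, each with p = 0.0119 (exact permutation tests).

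Of the 12 pathway lists, 0 passed with an estimated correlation in 84Q against 15Q, against 9. Against 1 list in 84Q+IGF-1 against 84Q, 0 passed with fry and 0 with an estimated correlation, and between 1 and 5 (without 84Q replicate 2) with 1 library left out. Of the 14 lists of tissues and cell types, 0 passed in this comparison with fry and 0 with an estimated correlation, against 6. Over the 52 tests of single lists, an estimated correlation left 18 no longer past the threshold, and fry left 9. The list of the choroid plexus in 84Q+IGF-1 against 84Q had a camera adjusted p between 3.28e-13 (without 84Q replicate 3) and 0.868 (without 84Q replicate 2), where its direction was reversed.

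Of 105 results of single genes named in the text, 6 were no longer called at an adjusted p under 0.05, 7 with Xist as a covariate, 8 with the replicate number as a block, 2 with robust shrinkage and 1 with the libraries of the 2 groups alone. Without the filter on low counts, 17 were newly called and 1 was lost, and with DESeq2 2 were newly called and 1 was lost. Over the 945 values with 1 library left out, 42 were no longer called, 2 were newly called and 7 changed direction among results whose log2 fold change was larger than its standard error. Smaller ones also crossed 0, as for Igf1 in 84Q+IGF-1 against 84Q and for Prkaa1 and Jak2 in 84Q against 15Q. The direction of Ghr in 84Q+IGF-1 against 84Q ranged from −0.39 (without 84Q+IGF-1 replicate 3) to 0.083 (without 84Q replicate 2) on the log2 scale. In 84Q against 15Q, Dlk1 ranged from −0.12 (without 84Q replicate 2) to 1.47, Fos from −0.16 (without 84Q replicate 3) to 1.94, Ltf from −0.95 (without 84Q replicate 3) to 1.77 and Junb from −0.0725 (without 84Q replicate 3) to 1.04. The range in 84Q+IGF-1 against 84Q was from −3.50 to 0.20 (without 84Q replicate 3) for Ltf and from −1.24 to 0.19 (without 84Q replicate 3) for Nr4a1.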

Differences from the paper's values

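In 84Q+IGF-1 against 84Q, the paper gives 6 differentially expressed genes, 1 higher and 5 lower, and here 0 genes passed, 0 higher and 0 lower. Among the alternatives set before the data were examined, the DESeq2 Wald test, with an adjusted p under 0.1 or under 0.05, gave 6 genes, 1 higher and 5 lower. Without 84Q replicate 2, 9 genes passed, 2 higher and 7 lower, of which the total and the lower genes are within 1.5 times the paper's. Without 84Q+IGF-1 replicate 3, 1 gene passed, which was higher. The other alternatives did not close the gap: 168 genes passed without the filter on low counts and 0 in the rest. The pseudogenes Gm14414 and Gm14438, and Capn11, which the paper names, passed under DESeq2 at both thresholds and in edgeR without the filter. Gm14414 and Gm14438 also passed without 84Q replicate 2. Capn11 also passed without 84Q+IGF-1 replicate 3.

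The paper gives a depth of about 20 M reads per library, and the median of the 15Q libraries was 40.2 M counts. Those of the 84Q and 84Q+IGF-1 libraries, 22.8 M and 26.9 M, were nearer to it. None of the alternatives changes this value.

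The paper names Dlk1, Fos, Ltf, Junb and Nr4a1 as differentially expressed. Here 0 of them were called in 84Q against 15Q or in 84Q+IGF-1 against 84Q, and without the filter on low counts all 5 were called in both. In log2 ratios of mean TPM, the measure of the paper's biomarkers, they had between 0.661 and 1.38 in 84Q against 15Q and between −2.36 and −0.756 in 84Q+IGF-1 against 84Q, past the paper's cutoff of 0.5 in both.

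The paper finds 84Q clearly apart from 15Q in the principal component analysis, where the exact permutation test gave p = 0.3 for this pair. With all tested genes, log2 CPM or log2 TPM, the exact permutation test gave p = 0.1, the smallest that 3 against 3 allow, and with 1 minus Spearman's correlation p = 0.3. It finds low activity of oxidative phosphorylation from RNA-seq and flux analyses, with flux models constrained by its respiration measurements. It also allows that expression and flux may differ, through control of translation among other factors. In RNA alone, which does not measure activity, the median log2 fold changes of complexes I to V in 84Q against 15Q were 0.22, 0.24, 0.24, 0.26 and 0.21. It gives lower expression of GH and IGF-1 signaling in 84Q, where 31 of 62 genes were lower and 31 higher. It describes RNA expression and calculated fluxes together as tending back to the control with IGF-1. For RNA, the distance of 84Q+IGF-1 from 15Q over all tested genes was larger by 4.81 than that of 84Q. Over the lists of energy metabolism, of which glycolysis lay farthest from 15Q, it was smaller, by −0.680. It was also smaller without 84Q replicate 1, by −1.997, and without 84Q replicate 2, by −1.57, where the mean of 2 84Q libraries was set against that of 3 (exact permutation tests, p = 1). Without 84Q replicate 3 it was larger, by 7.23.

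Of the biomarkers listed for both comparisons, the paper has 27 in opposite directions, and 21 of the 33 matched here were, beside Mir151, which had no counts in 84Q and so no finite ratio, for some of which the ratios are not those of the paper's table. It counts microRNAs among its differentially expressed genes, of which 0 of the 15 matched had more than 10 counts in a library.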

Other observations

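The tests of depth and of GC content and length for the genes of other tissues, of adult liver, of 1 mixed source, of single libraries, of Y-linked paralogs, and of GC content and length and of dilution for the complex genes were chosen after the results were seen. The other tests were set before, apart from the libraries named in the test of choroid plexus tissue.

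Genes of other tissues were high in the 15Q libraries. In 84Q against 15Q, the lists of intestine, liver, epidermis, skeletal muscle and kidney passed as lower in camera, with adjusted p of 7.00e-37, 5.12e-15, 3.78e-29, 1.76e-29 and 2.01e-05. Their median log2 fold changes were −1.38, −2.95, −3.23, −2.60 and −0.58, and with genes at the floor set to their bound those of liver, epidermis and muscle were −2.66, −2.62 and −2.41. Adjusted over the list alone, 9 genes of intestine, 7 of liver, 13 of epidermis and 9 of muscle had an adjusted p under 0.05, and 8, 5, 8 and 9 were called over all genes tested. RNA of other tissues in the 15Q libraries may be present: in 72.2% of the 54 genes of intestine, liver and epidermis every 15Q library was above every other library, against 1.19% by chance and 6.34% of all tested genes. For intestine, epidermis and muscle, the excess over the other libraries rose from 15Q replicate 1 to 3. Between these lists, its ratios between libraries differed by a factor of at most 1.27, which 1 mixed RNA source in different amounts could give. Liver and kidney were not part of this comparison. The sum of liver rose from 15Q replicate 1 to 3 (89.3, 96.0 and 102 CPM), and that of kidney did not rise from 2 to 3 (3.64, 5.63 and 5.53 CPM). Adult liver as the mixed source is argued against by Alb, whose excess was 3.31 CPM beside 9.26 CPM for Cps1. A single 15Q library as the cause is argued against by the 170 genes still called lower without 15Q replicate 3. Depth is argued against by 274 genes called lower after downsampling each library to the smallest total, against 368. GC content and gene length are argued against by the 95.4% of these genes that stayed 1.5-fold lower once that trend was removed. A difference between the mouse lines stays open and was not tested.

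Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the real one in 84Q against 15Q, the real one itself, and the next largest gave 43. It was 1 of 10 in 84Q+IGF-1 against 15Q, where the next largest gave 0. The share alone cannot tell these from a fortuitous grouping, since with 10 splits it is never under 0.1. The simulations of 3 unchanged groups, which do not regroup the real libraries, called 0.8 and 1 genes on average in these 2 comparisons. The data gave 414 and 435, which argues against a fortuitous grouping. In 84Q+IGF-1 against 84Q 0 genes were called, so all 10 of the 10 splits gave as many by definition, which tests nothing. Of the 84 splits of 15Q against all 84Q libraries, 1 gave as many, the real one, with 672 genes. The next largest gave 69, which argues against a fortuitous grouping in this comparison.

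The groups held mice of both sexes in unequal numbers. Y-linked counts were high in 1 of the 3 15Q libraries, 2 of the 84Q libraries and 2 of the 84Q+IGF-1 libraries. The log2 fold change in 84Q against 15Q was −1.27 for Xist (adjusted p = 0.803) and 0.84 for Ddx3y (adjusted p = 0.826), and 1.39, 1.02 and 1.03 for Eif2s3y, Kdm5d and Uty. In 15Q replicates 2 and 3, with high Xist, Y-linked counts were 51 and 62, or 1.26 and 1.06 CPM. They were 7 and 1 in the other libraries with high Xist, so the ratio was at least 4.39. Reads assigned from X-linked paralogs would be alike in all 4 libraries, which argues against them. RNA from male tissue in these libraries was not tested.

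Camera passed 6 lists of tissues and cell types as lower in 84Q+IGF-1 than in 84Q: choroid plexus (adjusted p = 3.48e-06), pituitary (0.0366), meninges (4.76e-04), oligodendrocytes (5.79e-10), microglia (6.84e-05) and liver (0.0186), and fry passed none. With 1 library left out, oligodendrocytes and microglia passed in each fit. Pituitary did not pass without 84Q replicate 1 (0.879), 84Q+IGF-1 replicate 2 (0.387) or 84Q+IGF-1 replicate 3 (0.0580), meninges without 84Q replicate 2 (0.266), choroid plexus without 84Q replicate 2 (0.868) and liver without 84Q replicate 3 (0.244). Adjusted over the list alone, 10 of the 12 choroid plexus genes and 8 of the 9 oligodendrocyte genes had an adjusted p under 0.05, and 0 genes of these lists were called over all genes tested. Choroid plexus summed to 847 ± 582 CPM (SD, n = 3) in 15Q, 823 ± 1124 in 84Q and 159 ± 49.4 in 84Q+IGF-1. The lists of intestine, epidermis, muscle, kidney, blood, Purkinje cells, granule cells and astrocytes did not pass, with adjusted p between 0.0878 and 0.958. Of these, blood passed as lower with the replicate number as a block (0.0155), without 84Q replicate 1 (0.00311) or without 84Q replicate 2 (0.00474). Meninges were lower in 84Q than in 15Q (median log2 fold change −0.70, adjusted p = 2.42e-08) and microglia higher (0.31, adjusted p = 0.00102), and neither passed with an estimated correlation. Choroid plexus, pituitary, blood, Purkinje cells, granule cells, oligodendrocytes and astrocytes did not pass, with adjusted p between 0.156 and 0.543. Some of these passed with 1 library left out: choroid plexus as lower without 84Q replicate 2 (1.08e-09) or 15Q replicate 2 (4.67e-04), blood as lower without 84Q replicate 3 (3.20e-04) or 15Q replicate 3 (0.0422), and without 84Q replicate 1 pituitary as lower (0.0360) and Purkinje cells as higher (0.0314). These are model-based adjusted p of limma. Pancreas genes summed to 1.14, 0.891 and 0.856 CPM in the 3 groups. A change of cell types with IGF-1 stays open beside the dissection and was not tested.

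Genes called higher in 84Q lay near each other: of 44 with a position, 15 were within 1 Mb of another, against a median of 2 and at most 14 in 10000 random sets (permutation p = 1e-04, the smallest p the permutations can give). A chromosome interval that differs between the mouse lines may account for it, but this test cannot tell it from copied or overlapping genes. The random sets drew genes singly. A cluster of 7 on chromosome 4 holds paralogous copies, Mndal overlaps Ifi203, and 9530046B11Rik overlaps Suds3. Reads shared between such genes were not tested. For Suds3, such an interval cannot be told apart from a change of the gene alone: 1 of the 55 genes within 2 Mb was called, 9530046B11Rik, which overlaps Suds3 (Fisher's exact test, p = 1), where 1.65 would be called at the share elsewhere, too few to decide.

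The genes that DESeq2 called in 84Q+IGF-1 against 84Q rest on a few libraries: the largest ratio between libraries of 1 group was 13.2 for Gm14438, 12.8 for Gm14414 and 6.31 for Capn11. Of the 31-base words of Gm14438 and of Gm14414, 100% occur in another of the 5 genes the paper names as lower. Reads of 1 sequence could thus have been shared between them, and their counts are not those of separate genes with certainty. A sequence variant was not tested.

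Opposite directions in the 2 comparisons that share the 84Q libraries could come from that sharing, which gave 95.8% of opposite directions in simulated unchanged groups. More genes were detected in the 15Q libraries. Depth is argued against by a gap of 454 genes between the lowest 15Q library and the highest other library after downsampling. RNA of other tissues cannot be told apart from a broader difference as the cause: without the genes called lower in both comparisons, that gap was 292 genes, and genes with few reads of other tissues would not have been called.

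The genes of complexes I to V were higher in 84Q than in 15Q. GC content and gene length are argued against, since 87.9% of the median log2 fold change was left once that trend was removed. Dilution of the 15Q libraries by RNA of other tissues stays open. The excess of the genes called lower made up 0.116% of all counts. This leaves out RNA of other tissues from genes that the cerebellum also expresses, which would not have been called. The repeat length of the transgene stays open and was not tested.

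Apart from Igf1, 0 of the genes measured by qPCR in the paper were called in 84Q against 15Q in the counts. The log2 fold change was 0.19 for Akt1, −0.17 for Pik3r1, −0.02 for Prkaa1, −0.21 for Creb1, 0.15 for Ndufa1, 0.11 for Atp5a1, −0.54 for Fap and 0.06 for Actb, with adjusted p between 0.134 and 0.894. Jak2 had an adjusted p of 0.980. In 84Q+IGF-1 against 15Q, Fap was called lower (log2 fold change −1.66, adjusted p = 0.0459).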
